# Cytoplasmic Acidification and the Benzoate Transcriptome in *Bacillus subtilis*

**DOI:** 10.1371/journal.pone.0008255

**Published:** 2009-12-14

**Authors:** Ryan D. Kitko, Rebecca L. Cleeton, Erin I. Armentrout, Grace E. Lee, Ken Noguchi, Melanie B. Berkmen, Brian D. Jones, Joan L. Slonczewski

## Abstract

**Background:**

*Bacillus subtilis* encounters a wide range of environmental pH. The bacteria maintain cytoplasmic pH within a narrow range. Response to acid stress is a poorly understood function of external pH and of permeant acids that conduct protons into the cytoplasm.

**Methods and Principal Findings:**

Cytoplasmic acidification and the benzoate transcriptome were observed in *Bacillus subtilis*. Cytoplasmic pH was measured with 4-s time resolution using GFPmut3b fluorimetry. Rapid external acidification (pH 7.5 to 6.0) acidified the *B. subtilis* cytoplasm, followed by partial recovery. Benzoate addition up to 60 mM at external pH 7 depressed cytoplasmic pH but left a transmembrane ΔpH permitting growth; this robust adaptation to benzoate exceeds that seen in *E. coli*. Cytoplasmic pH was depressed by 0.3 units during growth with 30 mM benzoate. The transcriptome of benzoate-adapted cells was determined by comparing 4,095 gene expression indices following growth at pH 7, +/− 30 mM benzoate. 164 ORFs showed ≥2-fold up-regulation by benzoate (30 mM benzoate/0 mM), and 102 ORFs showed ≥2-fold down-regulation. 42% of benzoate-dependent genes are regulated up or down, respectively, at pH 6 versus pH 7; they are candidates for cytoplasmic pH response. Acid-stress genes up-regulated by benzoate included drug resistance genes (*yhbI*, *yhcA*, *yuxJ*, *ywoGH*); an oligopeptide transporter (*opp*); glycine catabolism (*gcvPA*-*PB*); acetate degradation (*acsA*); dehydrogenases (*ald*, *fdhD*, *serA*, *yrhEFG*, *yjgCD*); the TCA cycle (*citZ*, *icd*, *mdh*, *sucD*); and oxidative stress (OYE-family *yqjM*, *ohrB*). Base-stress genes down-regulated by benzoate included malate metabolism (*maeN*), sporulation control (*spo0M*, *spo0E*), and the SigW alkali shock regulon. Cytoplasmic pH could mediate alkali-shock induction of SigW.

**Conclusions:**

*B. subtilis* maintains partial pH homeostasis during growth, and withstands high concentrations of permeant acid stress, higher than for gram-negative neutralophile *E. coli*. The benzoate adaptation transcriptome substantially overlaps that of external acid, contributing to a cytoplasmic pH transcriptome.

## Introduction

*Bacillus subtilis* encounters a wide range of extracellular pH values during growth in various environments, including diverse soils, association with plants, and within the gastrointestinal tract [1], [2]. The bacteria maintain cytoplasmic pH within a narrow range that allows for the stability of nucleic acids and proteins and subsequent growth over several log units of environmental pH [3]–[5]. *Bacillus* species respond to environmental pH in ways that are important for pathogenesis. For example, food-borne *B. cereus* encounters acidic environments in the gastrointestinal tract and in food products [6]–[9]. Low external pH magnifies the inhibitory effects of membrane-permeant organic acids such as acetic, benzoic and salicylic acids; but the relationship between pH and the organic compound is often unclear in the literature [9]–[11]. A permeant acid stresses the cell by importing protons, depressing cytoplasmic pH, and by concentrating the organic anion within the cytoplasm in proportion to the transmembrane pH difference (ΔpH) [12]–[16]. Thus, the effects of external pH, cytoplasmic pH, and any exogenous or endogenous permeant acids must be considered together.

Permeant acids are ubiquitous in the environment of heterotrophic bacteria. Many permeant acids are products of fermentation, such as acetic, formic and propionic acids. Others are phenolic acids in soil, such as plant metabolites and degradation products of polycyclic aromatic hydrocarbons (PAH) [17]. Benzoic, salicylic, and sorbic acids are commonly used by the food industry as preservatives to inhibit food spoilage. Permeant acids that depress cytoplamic pH and concentrate within cells at low external pH decrease bacterial proton potential, activate stress responses, and up-regulate drug resistance complexes [14], [15], [18]–[21]. Sorbate stress up-regulates urease (*ureABC*), *padC*, and the tricarboxylic acid (TCA) cycle producing a transcriptomic response similar to that of nutrient limitation [11]. Salicylate up-regulates urease, aminomethyltransferase (*gcvT*), and both phenolic acid decarboxylases (*padC* and *bsdBCD*) and down-regulates ATPases [10]. *Bacillus* species can metabolize some permeant acids, for example ferulic, *p*-coumaric, and caffeic acids via the phenolic acid decarboxylases such as PadC [22], [23].

Nevertheless, the role of pH in permeant-acid effects on *Bacillus* species remains poorly understood. Often studies of such acids are conducted under conditions in which pH stress is not clearly distinguished from the effects of the organic molecule. For example, Van Duy *et al*. (2007) added salicylic acid to unbuffered cultures causing a drop of two units in external pH (from pH 7 to 5.5) [10]; thus, the reported salicylate transcriptome includes external acid shock.

Cytoplasmic pH homeostasis in *Bacillus* species has been studied extensively in the neutral to alkaline range [4], [24]. Krulwich, Padan and colleagues document the role of sodium and proton transport through transporters such as Mrp and TetL in maintaining cytoplasmic pH at high external pH, where the ΔpH is inverted [4], [24]–[26]. Alkali shock induces the SigW regulon by a mechanism involving proteolysis of the membrane-embedded anti-sigma factor RsiW [27]–[31]. By contrast, relatively little is known about *B. subtilis* pH homeostasis in the acidic range [3]. A transcriptomic study compares log-phase cultures buffered at pH 6, pH 7, and pH 9, showing that acid up-regulates acetoin production, catabolic dehydrogenases and decarboxylases, and the SigX regulon [31]. During sporulation, pH of the forespore falls by a full unit [32], followed by pH rise during germination [33]. Thus, pH in the acid range raises important questions for *Bacillus* development.

Here we report on the effects of external acid stress and benzoate stress on cytoplasmic pH. We developed a fluorimetry vector based on GFPmut3b [34] to measure *B. subtilis* cytoplasmic pH with 4-s time resolution. Our method, based on a similar approach in *E. coli* [35], has substantial advantages over previous measurements of *B. subtilis* pH using the equilibration of radiolabeled permeant acids and bases [3], [32], [33] and fluorescent dyes that require loading and microscopy [36], [37]. We followed up our measurements with a transcriptomic study of benzoate adaptation at external pH 7, conducted under conditions enabling direct comparison with the external-acid adaptation transcriptome [31]. Both conditions include comparable exposure to fermentation acids generated from the growth medium, but the benzoate provides substantially greater permeant acid concentration. Both conditions incur a significant decrease of cytoplasmic pH, but the benzoate experiment maintains external pH 7. Thus, the overlap between benzoate and external-acid transcriptomes may represent a “cytoplasmic pH” transcriptome.

## Results

### GFPmut3b Serves As a Reliable Reporter for Cytoplasmic pH of *B. subtilis* Cell Suspensions

To measure cytoplasmic pH of *B. subtilis*, a reporter plasmid was constructed with a promoter appropriate for this organism (P*bsr*) and a gene encoding a high-intensity fluorophore GFPmut3b. The pH dependence of fluorescence excitation spectra of GFPmut3b was determined by observation of cultures adjusted to various pH values in the presence of nigericin, a K^+^/H^+^ antiporter that equalizes cytoplasmic and extracellular pH [38]. Log-phase cultures of *B. subtilis* MMB1311 were resuspended at OD_600_ 0.4 in buffered supplemented M63 medium adjusted to pH values over the range of pH 5.5 to pH 8.0. 10 µM nigericin was added prior to fluorimetry. Trials with higher concentrations (up to 100 µM) at pH 6.0 indicated no further collapse of ΔpH (data not shown). The fluorescence signal increased with pH in a near-linear model over the range of pH 6–7, with a slope decreasing from pH 7–8 (Fig. 1). This pH dependence is consistent with previous observations of GFPmut3 *in vitro* [34] or expressed within *E. coli* [35]. We conclude that GFPmut3 serves as a reliable reporter of cytoplasmic pH in *B. subtilis* in the pH range of 5.5–8.0.

**Figure 1:**
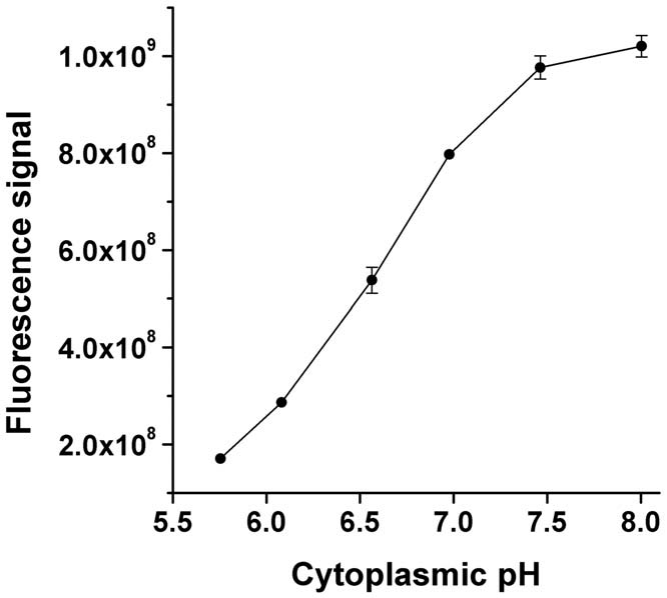
Fluorescence signal as a function of cytoplasmic pH. *B. subtilis* MMB1311 was cultured in buffered LBK to OD_600_ 0.2 and resuspended at OD_600_ 0.4 in supplemented M63 medium buffered as described in the Materials and Methods, with inclusion of 10 µM nigericin. Fluorescence intensity was summed over the excitation range of 480–510 nm, with emission at 545 nm. The mean intensity for three independently grown cultures is shown, with error bars representing SEM.

### Addition of HCl Shifts Cytoplasmic pH

*B. subtilis* maintains steady-state pH homeostasis, with a modest degree of external pH dependence, over the range of external pH 6–8 [3]. The response of cytoplasmic pH to rapid acidification has been reported in *E. coli* [35], [39] but not in *B. subtilis*. We observed the perturbation and recovery of cytoplasmic pH following rapid acidification of the external medium (Fig. 2). *B. subtilis* MMB1311 was suspended in buffered M63 medium (5 mM 3-(*N*-morpholino)propanesulfonic acid [MOPS], 5 mM 2-(*N*-morpholino)ethanesulfonic acid [MES]) at pH 7.5. After equilibration for 2 min, 15.5 mM HCl was added to lower the external pH to approximately pH 6.0, which was confirmed by direct pH meter measurement. For control cultures, the same concentration of KCl was added. KCl addition had no significant effect on fluorescence intensity.

**Figure 2:**
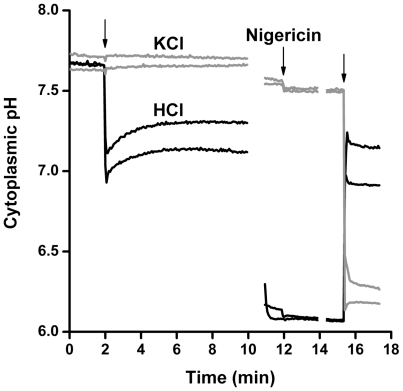
Effect of external acid shift on cytoplasmic pH. MMB1311 was cultured in buffered LBK, then resuspended at OD_600_ 0.4 in M63 supplemented with casein hydrolysate (5 mM MES, 5 mM MOPS, pH 7.5). At 2 min, 15.5 mM HCl was added to shift the external pH from pH 7.5 to pH 6.0. (15.5 mM KCl was used as a control for volume and osmotic effects). At 11–12 min, 10 µM nigericin was added to fully collapse ΔpH for the individual replicate standard curve calculations. To obtain a second standard curve point, 12.5 mM KOH was added to raise the pH for the HCl curves and 15.5 mM HCl was added to lower the pH for the KCl curves. Each condition is represented by two out of three independent cultures. Gaps in the data sets represent the time it took to set up for the next phase of the experiment. Fluorescence intensity was converted to pH units using the internal standard curves as described in Materials and Methods.

Prior to external acid treatment, the cytoplasmic pH of acid-treated cultures was pH 7.7 (Fig. 2). This pH value was determined by interpolating between two pH values measured with nigericin at the end of the experiment. After HCl addition, the cytoplasmic pH of each sample fell within 8 s to pH 6.9–7.1. Cytoplasmic pH recovery began immediately after the lowest recorded pH and continued steadily for approximately 3.5 min, ultimately recovering to pH 7.1–7.3. This value of recovered cytoplasmic pH was comparable to that seen in cells grown and resuspended in medium buffered at pH 6 (Fig. 3D).

**Figure 3:**
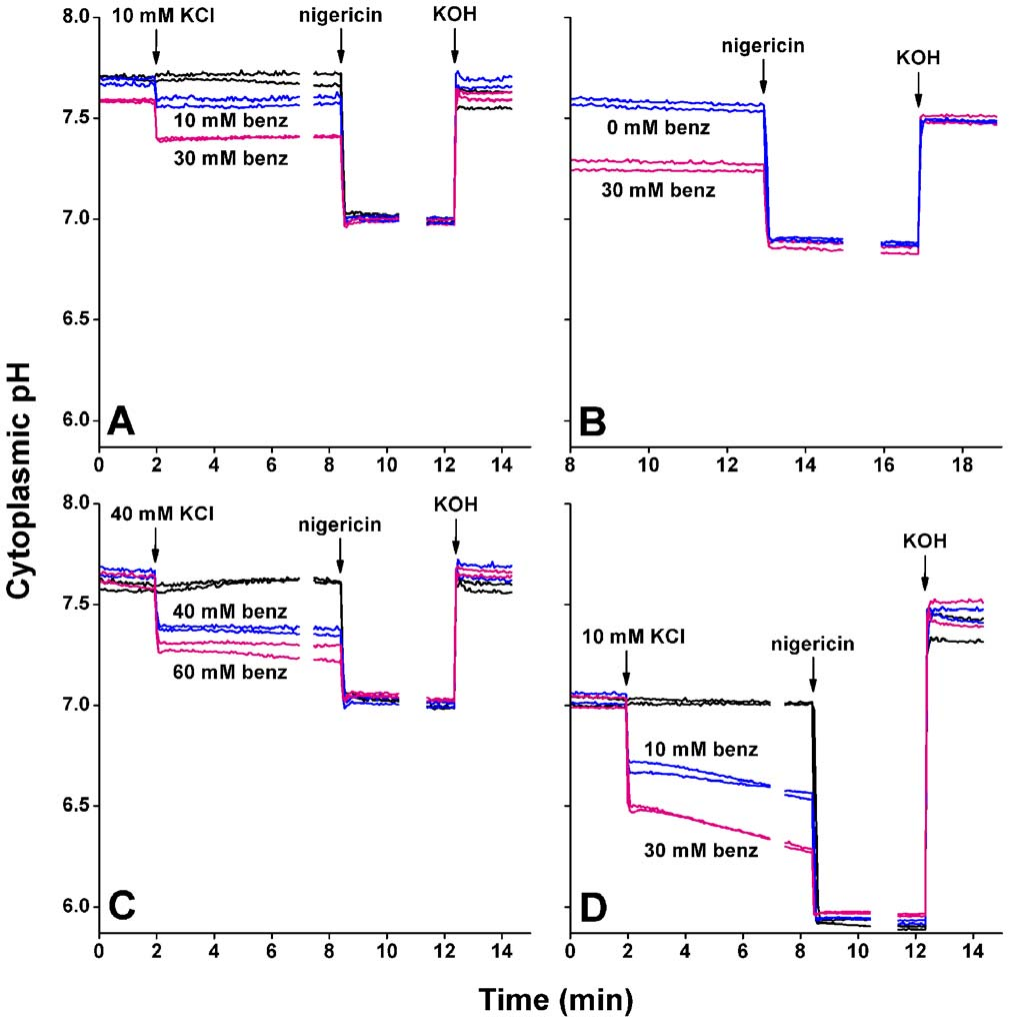
Effect of various concentrations of sodium benzoate on cytoplasmic pH. MMB1311 was cultured in buffered LBK, then resuspended at OD_600_ 0.4 in buffered M63 medium with casein hydrolysate. (**A**) Grown at pH 7.0 (50 mM MOPS); resuspended at pH 7.0 (5 mM MOPS). (**B**) Grown at pH 7.0 (50 mM MOPS) with or without 30 mM sodium benzoate; resuspended at pH 6.9 (5 mM MOPS) with or without sodium benzoate. (**C**) Grown at pH 7.0 (50 mM MOPS); resuspended at pH 7.0 (5 mM MOPS). (**D**) Grown at pH 6.0 (50 mM MES); resuspended at pH 6.0 (5 mM MES, 5 mM MOPS). For all panels, 10 µM nigericin was then added to fully collapse ΔpH for the individual replicate standard curve calculations. To obtain a second standard curve point, KOH (5.5 mM for **A**, **B**, and **C**, and 12.5 mM for **D**) was added to raise the pH. Each condition is represented by two out of three independent cultures.

### Cytoplasmic pH Decreases in the Presence of Benzoate

Organic weak acids such as benzoate derivatives depress cytoplasmic pH during steady-state growth [13], [14], [35]. In *E. coli*, benzoate addition partly or fully depresses internal pH; if partial ΔpH remains, then benzoate is taken up in proportion to the remaining ΔpH [14]. Similar pH effects are expected in *B. subtilis* although they have not been observed directly. We observed the effect of rapid addition of various concentrations of sodium benzoate on cytoplasmic pH (Fig. 3). *B. subtilis* MMB1311 cultures were suspended in M63 medium buffered at either pH 7.0 (Fig. 3A) or pH 6.0 (Fig. 3C). After two minutes of initial measurements, sodium benzoate was added to a final concentration, with no change in extracellular pH. Similar concentrations and volumes of KCl were used as controls for osmotic or volume addition effects; no significant change in fluorescence signal was observed.

At external pH 7.0, *B. subtilis* maintained a cytoplasmic pH between 7.6 and 7.7 (Fig. 3A, 3B, and 3C). Addition of 10 mM benzoate lowered the cytoplasmic pH by approximately 0.1 unit, whereas 30 mM benzoate decreased the cytoplasmic pH by 0.3 units (Fig. 3A). Similar values of cytoplasmic pH were observed for cultures grown in buffered LBK pH 7 with or without 30 mM benzoate, before resuspension in M63 supplemented medium (Fig. 3B). The cells grown with 30 mM benzoate also showed cytoplasmic pH values 0.3 units lower than those of the control culture.

Higher levels of benzoate concentration were also tested. At external pH 7, the addition of 40 mM benzoate resulted in the reduction of the cytoplasmic pH by 0.3 pH units, whereas 60 mM benzoate lowered it by 0.4 units (Fig. 3C). At 60 mM benzoate, a residual value of ΔpH (0.25 units) remained.

At lower external pH, the permeant acid would be expected to depress cytoplasmic pH to a greater extent. Cells suspended at pH 6.0 showed cytoplasmic pH at pH 7.0–7.1 (Fig. 3D). This value was comparable to the value reached after a sudden shift in external acid from pH 7.5 to pH 6.0 (Fig. 2). At external pH 6, the initial cytoplasmic pH was significantly lower than the cytoplasmic pH maintained at external pH 7 (see Fig. 3A), but the cells still maintained substantial pH homeostasis, with a full unit of ΔpH (Fig. 3D). Addition of 10 mM or 30 mM benzoate lowered the cytoplasmic pH to pH 6.5–6.7. In this case, cytoplasmic pH continued to fall for several minutes after the initial shift. For comparison, in *E. coli* [35], comparable addition of benzoate at pH 6 depresses the cytoplasmic pH rapidly and completely. Thus, *B. subtilis* showed a stronger ability to maintain cytoplasmic pH than does the gram-negative neutralophile.

A mechanism of cytoplasmic pH homeostasis under acid stress may involve K^+^ or Na^+^ transport, although the evidence remains unclear [5]. We tested whether pH response to benzoate stress requires high external K^+^ or Na^+^ by repeating the experiment of Fig. 3C (40 mM benzoate addition) using cells suspended in supplemented M63 medium with K^+^ and Na^+^ concentration limited to 10 mM. Both sodium benzoate and potassium benzoate added to 40 mM gave essentially the same results as seen in Fig. 3C; the equivalent cytoplasmic acidification profile was seen for benzoate addition in the presence of 100 mM KCl (data not shown). Thus, while a role for ion transport cannot be ruled out, no more than 10 mM K^+^ or Na^+^ was required for partial cytoplasmic pH maintenance in the presence of 40 mM benzoate.

### Benzoate Inhibits *B. subtilis* Growth

To prepare for transcriptomic experiments, the growth rate of benzoate-adapted cells was tested. An overnight culture of *B. subtilis* AG174 was diluted 500-fold into LBK buffered with 50 mM MOPS at pH 7.0 containing 0, 10, 30, or 60 mM sodium benzoate. For each condition, three independent cultures were observed. Maximal doubling times during logarithmic growth were as follows: 19±1 min for 0 mM benzoate, 22±0.2 min for 10 mM benzoate, 28±0.8 min for 30 mM benzoate, and 50±2 min for 60 mM benzoate. Thus, concentrations between 10–60 mM significantly stressed the cells; yet log-phase growth occurred at a benzoate concentration as high as 60 mM. If the ΔpH is maintained at 0.25 units (as measured above, Fig. 3D), then cells growing with 60 mM benzoate contain about 100 mM intracellular benzoate. By contrast, in *E. coli* at pH 7, 40 mM benzoate rapidly eliminates ΔpH with no recovery, and no growth [35].

### The Benzoate Transcriptome Overlaps the External-Acid Transcriptome

Our results showed that benzoate addition at external pH 7 acidifies the cytoplasm by several tenths of a unit, a change comparable to that observed following external acid shift, either rapid or steady-state [3]. We hypothesized that the set of genes responsive to benzoate would overlap the set of genes responsive to external pH in the mild acid range (pH 6 versus pH 7) as reported [31]. The genes responsive both to benzoate and to low external pH would be likely candidates for cytoplasmic pH response and involvement in cytoplasmic pH homeostasis. No previous study of permeant-acid stress effectively isolates and compares the effects of a permeant acid versus external pH.

To test the above hypothesis, we measured transcriptomic gene expression ratios during steady-state growth with or without benzoate. Steady-state conditions were chosen, in preference to a time course following benzoate addition, for the following reasons. The steady-state design enabled direct comparison between benzoate adaptation and the adaptation to low external pH as reported recently [31]. Furthermore, in our experience, a rapid-stress transcriptome typically includes a large proportion of universal stress genes that yield little information about the specific stress condition tested. For example, Van Duy *et al*. (2007) showed that salicylate mainly induces the CtsR and SigB general stress regulons [10].

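RNA from 8 independent cultures of strain AG174 was compared on 1-colour Affymetrix antisense arrays, with 1 array per culture. The control group held 4 cultures without benzoate and the treated group 4 cultures with 30 mM sodium benzoate. All grew at 37 °C in LBK medium with 50 mM MOPS at pH 7 and were sampled at an OD600 of 0.2. The deposited table holds a linear signal intensity per probe set from the Affymetrix GCOS software, whereas the ratios of the paper's tables come from dChip model-based expression indices. The authors scaled the arrays to a common level, with trimmed means from 999.3 to 999.9 and medians from 350.0 to 391. The arrays carry 4345 ORF probe sets for 4096 genes, of which 83 genes have several probe sets, and 606 intergenic probe sets. Signals under 1 were set to 1, log2 values were taken, and each of these 4951 probe sets was tested with limma (two-sided, Benjamini-Hochberg adjustment over all of them, threshold 0.05). Every log2 difference is the mean at 30 mM benzoate minus the mean at 0 mM, so that a positive value means more signal with benzoate, and the 4 arrays per group limit its precision. On each array, 27 probe sets for transcripts foreign to B. subtilis gave the background. Their medians lay between 2.8 and 5.3 and their highest signals between 23.9 and 60.2. For a gene with signals in that range, the difference is therefore also given after every signal under 32 was raised to 32, which leaves a lower bound.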

For the benzoate transcriptome, four replicate cultures were grown to early log phase in the presence or absence of 30 mM benzoate, as described under Methods. Prior to the RNA extraction, the doubling times observed at pH 7.0 were 19±1 min for 0 mM benzoate cultures, and 33±2 min for 30 mM benzoate cultures. The cDNA from four independent cultures of the 0 mM and 30 mM sodium benzoate conditions was hybridized to Affymetrix antisense *B. subtilis* arrays. Array data were deposited at the NCBI Gene Expression Omnibus (GEO accession no. GSE12263). To test for significant differences in expression between the experimental conditions, we conducted a two-sample t-test on the log_2_-transformed model-based expression indices on a gene-by-gene basis. The t-tests were performed at a significance level of 0.001, meaning approximately one false positive would be expected per 1000 genes tested. Expression ratios were determined and presented here in the form of 30 mM benzoate/0 mM benzoate, so that the log_2_ ratios are positive for genes expressed more in the presence of benzoate and negative for genes expressed less. Values presented are significant based on the two-sample t-test (*P*≤0.001) (see Table S1A).

Of the approximately 4,095 unique protein-encoding ORFs in *B. subtilis* included on the Affymetrix chip, 164 genes showed increased expression ratios of two-fold or greater (log_2_ ratio, ≥1) in the presence of benzoate, whereas 102 genes showed decreased expression ratios of twofold or greater. 

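cimH, citT, yjcI and ykwB rose with benzoate from signals near the background. The signal of cimH, which encodes a citrate and malate transporter, went from 22.0 ± 6.26 (SD, n = 4) to 472 ± 126 (SD, n = 4), a log2 difference of 4.43 (standard error 0.27, adjusted p = 7.74e-06). citT, for the regulator of a citrate two-component system, had a log2 difference of 4.22 (standard error 0.26), and yjcI, a gene of methionine synthesis from cysteine, one of 4.51 (standard error 0.36, adjusted p = 3.21e-05). The signal of ykwB, which encodes a putative acetyltransferase, rose from 3.38 ± 1.13 (SD, n = 4) to 101 ± 11.2 (SD, n = 4), which is a log2 difference of 4.96. As these control signals are so low, the differences are lower bounds with signals under 32 raised to 32, of at least 3.84 (cimH), 3.29 (citT and yjcI) and 1.65 (ykwB). Among the decreases, yfiE, a predicted dioxygenase gene, went from 159 ± 33.8 (SD, n = 4) to 14.1 ± 6.98 (SD, n = 4), a log2 difference of -3.68 (adjusted p = 2.77e-04) and of -2.29 with the raised signals. For yqaK, a gene of the skin element, the mean signals of 29.1 and 2.88 both lay in the background range, and its call was lost with the raised signals. At an unadjusted limma p of 0.001 or less and a change of at least 2-fold, 269 genes were higher and 226 lower. By the adjusted p and the same fold, 312 ORF probe sets were higher and 304 lower.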

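With benzoate, the genes of branched-chain amino acid and purine synthesis, the TCA cycle, the opp permease, phenolic acid decarboxylation and the Fur iron regulon were higher as lists, though 4 of the 34 Fur genes were lower. Genes of the SigW regulon, the wapA and wprA group, the ATP synthase, surfactin synthesis and the yuk secretion system were lower as lists, with 1 SigW gene higher. Of 35 such lists, 14 were higher and 9 lower as a group in camera, which compares a list with all other genes at a preset correlation of 0.01. With an estimated correlation, 0 lists passed (8 had an unadjusted p under 0.05), and fry, which tests a list on its own, called 26. By their number, the calls with the preset correlation could not be judged against chance. Of the 35 splits of the arrays, 4 gave 23 lists or more, the real split among them. The others of these exchange 1 array per group and so keep part of the treatment difference. Splits with 2 arrays of each group on either side gave 9 lists at most. Gene by gene, 1637 ORF probe sets (37.7%) were called, 836 of them higher and 801 lower, which stand for 800 genes higher and 751 lower. At 1731 ORF probe sets (39.8%), the 4 arrays with benzoate all lay on the same side of the 4 without, where chance gives 2.86%. For 1 probe set, this is an exact permutation test p = 0.0286, the smallest that 4 arrays against 4 allow. The share over all probe sets was not tested. An unadjusted limma p of 0.001 or less was reached by 871 ORF probe sets of 811 genes, or 19.8% of the 4096 genes. Of the 499 probe sets in the paper's Table S1A, 480 were called in the direction the paper gives, 0 in the opposite direction and 19 in neither. That table was chosen on these cultures, so the overlap is not independent evidence.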

Overall, 477 genes (corresponding to 499 probe sets), or 11.6% of the genome, showed significant expression differences in the presence of 30 mM benzoate (Table S1A). 

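Outside the protein-coding genes, transcription changed in some intergenic regions in each direction. The probe set between positions 1629781 and 1629369 of the array's genome, by its name, went from 122 ± 66.2 (SD, n = 4) without benzoate to 1650 ± 51.8 (SD, n = 4) with it, a log2 difference of 3.89 (standard error 0.29, adjusted p = 2.49e-05). On the opposite strand label, the probe set from 2027431 to 2027058 fell from 346 ± 112 (SD, n = 4) to 58.4 ± 4.90 (SD, n = 4), a log2 difference of -2.51 (adjusted p = 6.51e-05). A pair of other regions that gave almost no signal without benzoate, at 2778732 to 2778342 and at 430203 to 429665, rose to 54.6 and 70.5. With signals under 32 raised to 32, the log2 differences were 0.72 and at least 1.12. The treated mean of 54.6 itself lies within the range of the highest background signals (23.9 to 60.2), so little can be said of that region. In all, 65 intergenic probe sets were higher and 72 lower, or 137 of 606 (22.6%). At an unadjusted limma p of 0.001 or less, 32 were higher and 23 lower. Many of these probe sets lie near the background, and with signals under 32 raised to 32 the number called was 85. Of the 27 probe sets that Table S1B lists, 16 were called higher and 5 lower here. In 19 of these the sign is that of the paper's treated minus control value, and in 2 it is the other.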

Intergenic regions showing significant expression in the presence of benzoate (28 intergenic probe sets out of 606 on the array) are presented in Table S1B.

The genes up- or down-regulated in the presence of benzoate could respond to the effect of benzoate anion accumulation within *B. subtilis* (such as its interaction with the membrane or the accumulation of toxic anions in the cytoplasm) or to the depression of cytoplasmic pH and subsequent partial collapse of the transmembrane ΔpH, or to both. Of all the genes we found to be up-regulated by benzoate, 42% show up-regulation during growth at external pH 6 compared to pH 7 [31]. Of genes down-regulated by benzoate, 43% show down-regulation at pH 6.

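Benzoate raised many genes that the paper's Table S1A marks as higher at pH 6, and lowered many that it marks as lower. Of the 300 probe sets of that table called higher with benzoate here, 121 (40.3%) carry the mark for higher expression at pH 6. Of the 180 called lower, 81 (45.0%) carry the mark for lower expression at pH 6. The marks also run the other way. With benzoate, 42 called higher are marked as lower at pH 6, and 28 called lower are marked as higher. The marks are the paper's and come from an experiment that is not analysed here. The table was selected on the present cultures, so these shares describe it and are not an independent test of the overlap.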

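At 4-fold or more, benzoate raised 93 genes and lowered 63 at the adjusted p. The 78 probe sets to which Table S1A gives a log2 ratio of 2 or more in either direction, a set near but not the same as the genes of Table 1, were all called in the paper's direction, 54 higher and 24 lower. Of the 54, 52 were at least 4-fold higher in the deposited signals, and of the 24, 23 were at least 4-fold lower. Among the strongest falls in both was yoaG, of unknown function, from 824 ± 359 (SD, n = 4) to 61.6 ± 12.4 (SD, n = 4), a log2 difference of -3.61 (standard error 0.39, adjusted p = 1.89e-04). 1 of its arrays stood apart, 0 mM replicate 2, and without it the difference was -4.03. pspA, the phage shock protein homolog, fell from 985 ± 156 (SD, n = 4) to 143 ± 13.8 (SD, n = 4), a log2 difference of -2.78 (adjusted p = 3.16e-06). Over the 499 probe sets of Table S1A, the differences here spread more widely than the paper's ratios (SD 1.63 against the paper's 1.39), with a Pearson r of 0.961 across probe sets, which are not independent replicates. The difference was the larger one here at 358 of them.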

Table 1 ranks the most highly responsive genes, those that were up-regulated or down-regulated at least fourfold in the presence of benzoate (log_2_ ratio ≥2). 

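Whole operons moved together with benzoate. In the purine operon, which makes IMP, 10 of 12 genes rose, with log2 differences of 2.43 for purQ and 2.34 for purS (adjusted p = 2.19e-04 and 1.22e-04). Its first genes, purE and purK, had differences of 0.41 and 0.43 and were not called (adjusted p = 0.234 for each). citS and citT, of a citrate two-component system, and yflP rose, with citS at 2.22 and yflP at 1.86, as did yfkJ, yfkI and yfkH (0.70 to 0.93) and yfkA, yfkB and yfkC (0.48 to 0.56). The transporter genes yknW, yknX, yknY and yknZ fell by log2 differences of -2.17 to -2.44, yqeZ, yqfA and yqfB by -1.93 to -2.11, ydbS and ydbT by -1.27 and -1.46, and liaI and liaH, of the cell envelope stress response, by -2.19 and -1.97. Over the 13 operons or groups that Table 2 lists as higher, 58 of 60 genes were called higher and 0 lower. Over the 6 it lists as lower, 15 of 15 were lower. The paper chose these operons on the same cultures, so the counts are not independent evidence of direction. The purine list passed camera (adjusted p = 3.74e-06) and lost that call with an estimated correlation (adjusted p = 0.308). Of the 6 genes of the lia operon, fixed as a list of its own, liaI and liaH alone were called (2 lower also when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.11), except without 0 mM replicate 1 (adjusted p = 0.0375), while fry called it (adjusted p = 2.67e-04).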

The regulated genes are organized as operons and regulons in Table 2. For nine genes of interest, expression ratios were confirmed using real-time PCR (Fig. 4). 

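All 9 genes that the paper also measured by PCR were called on the arrays, 6 higher and 3 lower with benzoate. hom, the homoserine dehydrogenase gene of threonine and methionine synthesis, rose from 512 ± 28.4 (SD, n = 4) to 1193 ± 101 (SD, n = 4), a log2 difference of 1.22 (standard error 0.10, adjusted p = 3.76e-05). fosB, the fosfomycin resistance gene, fell from 514 ± 157 (SD, n = 4) to 68.4 ± 9.02 (SD, n = 4), a log2 difference of -2.88 (standard error 0.20, adjusted p = 1.69e-05). The other genes were gcvPA, namA, ohrB, oppB and yuxJ, which were higher, and wprA and yoaG, which were lower. At each of the 9, every array of the treated cultures lay on the same side of every control array.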

All genes tested by PCR showed expression ratios consistent with those observed in the arrays.

**Figure 4:**
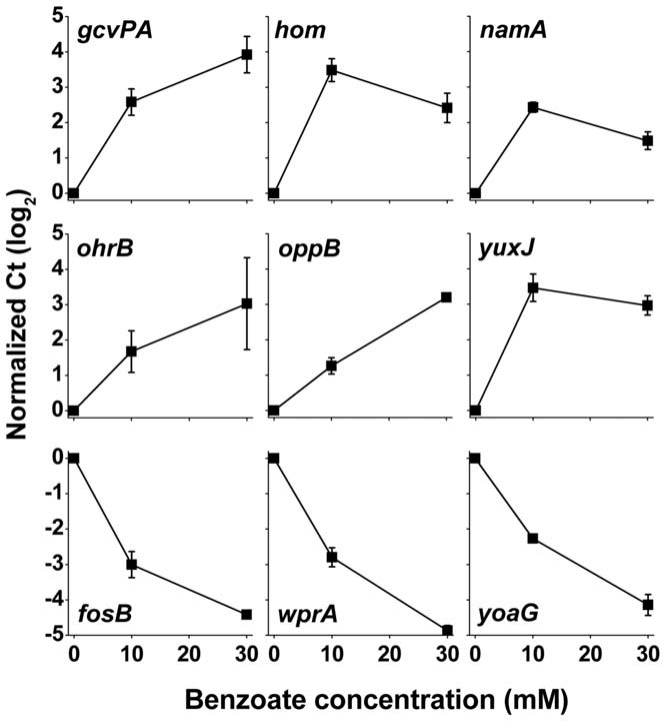
Real-time PCR expression ratios of selected genes as a function of benzoate concentration. *B. subtilis* strain AG174 overnight cultures in unbuffered LBK were diluted 500-fold into LBK buffered with 50 mM MOPS with 0, 10, or 30 mM sodium benzoate. RNA was isolated and mRNA expression for individual genes was quantified by real-time PCR using an ABI Prism 7500 DNA analyzer (Applied Biosystems) with SYBR Green one-step protocol. All expression levels are presented relative to the expression at 0 mM benzoate. Error bars represent the SEM (*n* = 3).

**Table 1:** Genes up-regulated or down-regulated fourfold or greater in the presence of 30 mM benzoate.

		Log_2_ expression ratios		Regulon^c^	
Gene^a^	Description	30/0 mM	pH 6/7^b^	+	-
**Up-regulated**					
*padC*	Phenolic acid decarboxylase	4.8			PadR
*yveG*	Unknown	4.7			
*yveF*	Unknown	4.3			
*oppB*	Oligopeptide ABC transporter	3.8	1.6	TnrA	Hpr
*ilvH*	Acetolactate synthase	3.8	1.3	CcpA, TrnS-Leu2	TnrA
*oppD*	Oligopeptide ABC transporter	3.4	1.5	TnrA	Hpr
*ywoH*	MarR family transcriptional regulator	3.3	0.4		
*oppC*	Oligopeptide ABC transporter	3.3	1.2	TnrA	Hpr
*oppA*	Oligopeptide ABC transporter	3.2	1.8	TnrA	Hpr
*oppF*	Oligopeptide ABC transporter	3.2	1.5	TnrA	Hpr
*gcvPA*	Probable glycine decarboxylase	3.2	1.1		
*ywoG*	Antibiotic resistance protein homolog	3.1	0.5		
*yrhG*	Formate transporter homolog	3.1			
*cimH*	Citrate/malate transporter	3.0			CcpA
*yclM*	Probable aspartokinase	2.9			
*ilvC*	Ketol-acid reductoisomerase	2.9	0.8	CcpA, TrnS-Leu2	TnrA
*ylbP*	N-acetyltransferase homolog	2.9			
*yfmO*	Multidrug efflux transporter	2.9			
*ilvB*	Acetolactate synthase	2.8	0.6	CcpA, TrnS-Leu2	TnrA
*gcvT*	Aminomethyltransferase	2.8	0.5		
*gcvPB*	Probable glycine decarboxylase	2.8	0.5		
*ybbH*	HTH-type transcriptional regulator	2.7			
*ybeC*	Amino acid transporter homolog	2.7	1.0		
*citZ*	Citrate synthase II	2.6	0.4		CcpA, CcpC
*ilvD*	Dihydroxy-acid dehydratase	2.6			CodY
*yuxJ*	Multidrug-efflux transporter	2.6	1.1		
*yusY*	Oligoendopeptidase F homolog	2.4	0.3		
*mpr*	Extracellular metalloprotease	2.4			
*yrkN*	Unknown	2.4			
*yfmB*	Unknown	2.3			
*yhcB*	Trp repressor binding protein	2.3	1.3	ComK	
*yrkO*	Unknown	2.3			
*yhaA*	Aminoacylase homolog	2.3	0.6		
*ybbF*	Sucrose phosphotransferase	2.3			
*yfmP*	HTH-type transcriptional regulator	2.3			
*purS*	Purine biosynthesis	2.2			PurR
*acsA*	Acetyl-coenzyme A synthetase	2.2			CcpA, CodY
*purF*	Amidophosphoribosyltransferase	2.2			PurR
*ydjL*	L-iditol 2-dehydrogenase homolog	2.2	0.9	SigB	
*citB*	Aconitate hydratase	2.2		AbrB, SigA, TnrA	CcpC, CodY
*yhbJ*	Unknown	2.2	1.5	ComK	
*yhbI*	MarR family transcriptional regulator	2.2	1.5	ComK	
*yraN*	HTH-type transcriptional regulator	2.1			
*ilvA*	Threonine dehydratase	2.1			CodY
*yhcC*	Unknown	2.1	1.2	ComK	
*ald*	Alanine dehydrogenase	2.1	1.1		
*yusX*	Oligoendopeptidase homolog	2.1	1.0		
*leuA*	2-isopropylmalate synthase	2.1		CcpA, TrnS-Leu2	TnrA
*purQ*	Purine biosynthesis	2.1			PurR
*purC*	Purine biosynthesis	2.0			PurR
*ycsF*	Lactam utilization protein homolog	2.0		SigK, TnrA	KipR
*yhcA*	Multidrug resistance protein	2.0	1.5	ComK	
*yxaC*	Unknown	2.0		SigB	
*yrhP*	Efflux protein homolog	2.0			
*yxeK*	Putative monooxygenase	2.0			YjbD, YrzC
**Down-regulated**					
*yoaG*	Unknown	−3.3	−1.9	SigW	
*fosB*	Metallothiol transferase	−2.7	−1.8	SigW	
*yjoB*	Cell division cycle CDC48	−2.6	−1.9	SigW	
*yxaI*	Unknown	−2.5			
*yxiG*	Unknown	−2.4	−1.3		
*yxiF*	Unknown	−2.4	−1.6		
*ydjQ*	Peroxidase	−2.4	−1.8	SigW	
*wprA*	Cell wall-associated protease	−2.3	−2.0	YvrH	
*yxzG*	Unknown	−2.3	−1.5		
*yknZ*	ABC transporter permease	−2.3	−1.7	SigW	AbrB
*yxzC*	Unknown	−2.2	−1.3		
*srfAA*	Surfactin synthetase	−2.2	−2.5	ComA, PerR	CodY
*pspA*	Phage shock protein A homolog	−2.2	−2.2	SigW	
*maeN*	Na^+^/malate symporter	−2.2	−2.6	YufM	
*yxiI*	Unknown	−2.2	−1.5		
*yknY*	ABC transporter homolog	−2.1	−1.9	SigW	AbrB
*yknX*	Unknown	−2.1	−1.9	SigW	AbrB
*yjcM*	Unknown	−2.1	−2.1		
*yxxG*	Unknown	−2.1	−0.9	YvrH	DegU
*yuxG*	Sorbitol-6-phosphate 2-dehydrogenase	−2.0	−1.6		
*spo0M*	Sporulation-control gene	−2.0	−1.8	SigW, SigH	
*yueB*	Bacteriophage SPP1 adsorption protein	−2.0			
*yfiE*	Unknown	−2.0			

a Significant log_2_ expression ratio values are shown (p≤0.001). For genes represented by duplicate probes in the array, only the promoter-proximal probe is presented.

b Expression ratios at pH 6 versus pH 7 [31] are indicated as +, higher at pH 6; –, higher at pH 7.

c Genes within known sigma factor regulons [28], [68], [69] are indicated: SigB, σ^B^; SigW, σ^W^; SigH, σ^H^. All other positive and negative regulation was obtained from the DBTBS database (http://dbtbs.hgc.jp/).

**Table 2:** Operon expression regulated by 30 mM benzoate.

Regulon^a^	Operon or group^b^	Function	pH 6/7^c^	
**Up-regulated**				
BkdR, SigL	*ptb-bcd-buk-lpdV-bkdAABB*	Branched-chain fatty acid synthesis		
CcpA	*ilvBHC-leuAB*	Branched-chain amino acid synthesis		+
CcpA, CcpC	*citZ-icd-mdh*, *sucCD*	TCA cycle		+
PadR	*yveFG-padC*	Phenolic acid degradation		
PurR	*purEKBCSQLFMNHD*	Purine biosynthesis		
SigB	*yfkJIH*	Stress resistance		+
TnrA	*oppABCDF*	Oligopeptide transport		+
TnrA, CodY	*ureABC*	Urease		
Unknown	*gcvT-gcvPA-gcvPB*	Glycine catabolism		+
	*yfkABC*	Putative mechanosensitive channel		+
	*czcDO*	Potassium and divalent cation transport		+
	*citST-yflP*	Mg^2+^-citrate two-component regulator		
	*fdhD, yjgCD, yrhEFG*	Formate dehydrogenases		+
**Down-regulated**				
SigW, AbrB	*yknWXYZ*	Putative ABC transporter		-
	*sigW-rsiW*	RNA polymerase ECF-type sigma		-
SigW	*yqeZ-yqfAB*	Antimicrobial compound resistance		-
	*ydbST*	Antimicrobial compound resistance		-
YvrH, DegU	*wapA-yxxG*	Cell wall-associated protein		-
Unknown	*liaIH*	Responds to cell wall-active antibiotics		-

a Operon or gene group regulation was obtained from the DBTBS database (http://dbtbs.hgc.jp/).

b Genes showing significant expression ratios (p≤0.001). Some operons are tentative based on bioinformatic assignment. Others are listed by group according to functional similarity.

c Expression ratios at pH 6 versus pH 7 [31] are indicated as +, higher at pH 6; –, higher at pH 7.

### Cytoplasmic Acidification Plays a Role in the Benzoate Stress Response

To distinguish the roles of cytoplasmic pH versus cytoplasmic benzoate accumulation in mediating benzoate stress, we compared our results with a previous study of external acid stress, which also includes cytoplasmic acidification [31]. In our previous study, the *B. subtilis* transcriptome was compared during steady state growth in pH 6.0 medium versus pH 7.0. 

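Among the genes that the paper gives as raised at pH 6, those for peptide uptake and glycine breakdown rose with benzoate too, as did threonine synthesis genes such as thrC (log2 difference 1.05) and thrB (0.69). Among those it gives as lowered at pH 6, genes of the SigW regulon such as yjoB fell, from 1488 ± 315 (SD, n = 4) to 242 ± 16.8 (SD, n = 4), a log2 difference of -2.60 (adjusted p = 6.53e-06). In Table S1A, 127 probe sets are higher in the paper with benzoate and marked as raised at pH 6, and 121 of these were called higher here. Of the 82 that are lower in the paper and marked as lowered at pH 6, 81 were called lower. The 8 arrays hold the benzoate side of this comparison, and the pH marks are the paper's.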

The current benzoate adaptation transcriptome showed significant regulation for many of the same genes (122 significantly up-regulated and 75 significantly down-regulated) when compared to the pH 6.0/pH 7.0 transcriptome (Table S1A). Genes regulated both by benzoate and by external-acid are good candidates for mediation by cytoplasmic pH.

The comparison of benzoate and external-acid response genes was analyzed further by hierarchical cluster analysis and TreeView visualization (Fig. 5; see Table S1C for full gene annotation). The cluster analysis was used to compare genes with significant expression ratios in both the benzoate and external acid microarrays (280 probe sets in all). The comparison revealed two types of clusters: those that share a parallel response (209 probe sets, 75%) and those that exhibit an opposite response (71 probe sets, 25%) in the two data sets. 

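Genes with the same direction in both experiments were the majority of the 280 probe sets of Table S1C, and the others went opposite ways. With benzoate, 209 probe sets (74.6%) had the sign of the paper's pH 6 value and 71 the other sign, of which 43 were above and 28 below 0 here. The opposite group includes siderophore and iron uptake genes that rose with benzoate and that the paper gives as lower at pH 6, such as feuC (log2 difference 1.67 with benzoate, the paper's pH value -1.23) and feuB (1.61, the paper's pH value -1.18). The bkd genes lie there too, with bcd at 1.01 against the paper's -0.37. In the other direction, SPbeta prophage genes such as yonA (-1.44 with benzoate, the paper's 1.13 at pH 6) fell, while other SPbeta genes, such as yopL (0.75) and yoqO (-1.32), had the same sign in both experiments. By the adjusted p, 163 of the 280 were higher, 109 lower and 8 not called. As the table was chosen for changes in both experiments, no test of the overlap was made. The paper reasons that genes regulated both by benzoate and by external acid are good candidates for mediation by cytoplasmic pH.

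**Figure D1:**
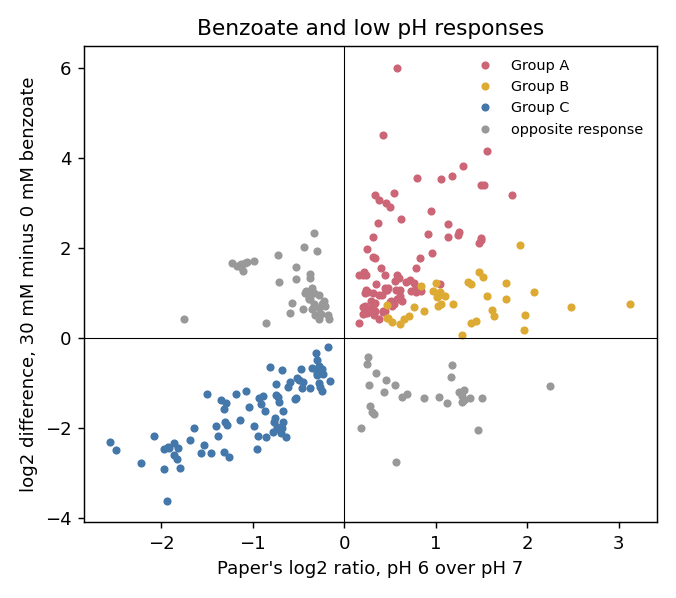
Each point is a probe set of Table S1C. The x axis gives the paper's log2 ratio of pH 6 over pH 7 and the y axis the log2 difference between 30 mM and 0 mM benzoate in the deposited signals, coloured by the paper's groups. The 209 points at the upper right and lower left have the same sign on both axes.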

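All 127 probe sets that Table S1C gives as raised in both experiments had a log2 difference above 0 here. They cover oligopeptide uptake, glycine cleavage, branched-chain amino acids, efflux and formate dehydrogenases, though yrhE, of the last group, has a negative pH 6 value at each of its probe sets and lies in the opposite group of the table. The least change among them was at yorL, of the SPbeta prophage, with a log2 difference of 0.06 at one of its probe sets (adjusted p = 0.698) and 0.49 at the other. By the adjusted p, 121 were higher with benzoate and 6 were not called.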

The largest cluster was that showing up-regulation in response to both benzoate and low pH (127 probe sets, 46%). The cluster up-regulated by both conditions included a subset of 90 probe sets (group A) up-regulated more by benzoate than by external acid, and a smaller subset of 37 probe sets (group B) up-regulated more by external acid than by benzoate, with respect to each experiment's control culture at pH 7. 

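Group A rose with benzoate as a body, with all 90 probe sets called higher and a median log2 difference of 1.20. For the same probe sets, the paper's median pH 6 ratio is 0.47, and the value here was the larger at each of the 90. Group B rose less with benzoate, with 31 of 37 probe sets called higher and a median of 0.75, beside the paper's median pH value of 1.19. In group B, 6 probe sets had a larger value with benzoate here than the paper gives at pH 6, among them ynfC (2.07 against the paper's 1.92) and mcpC (1.16 against 0.84). The benzoate values come from the deposited signals and the pH values from the paper's indices, so their sizes were not put to a test. The paper split group A from group B by whether its benzoate or its pH ratio was the larger. Its benzoate ratios come from these same cultures. The order of sizes in each group, and the calls, were thus largely fixed by that choice and are not independent evidence.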

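The probe sets that fell in both experiments hold genes of the SigW regulon, the wapA region and cell wall proteins. Of the 82 probe sets of group C, 81 were called lower with benzoate and 1 was not called, and all 82 had a difference below 0. Their median log2 difference was -1.59 with benzoate, beside the paper's median of -0.83 at pH 6. The change was the larger one with benzoate at 78 of them. Here too the benzoate values come from the deposited signals and the pH values from the paper's indices. For benzoate itself, the deposited signals gave the larger difference at 358 of the 499 probe sets of Table S1A. The count of 78 may therefore reflect the scale in part. As the paper chose the group for a fall in both experiments, its direction is not independent evidence.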

Another cluster showed down-regulation in both conditions (group C, 82 probe sets, 29%).

**Figure 5:**
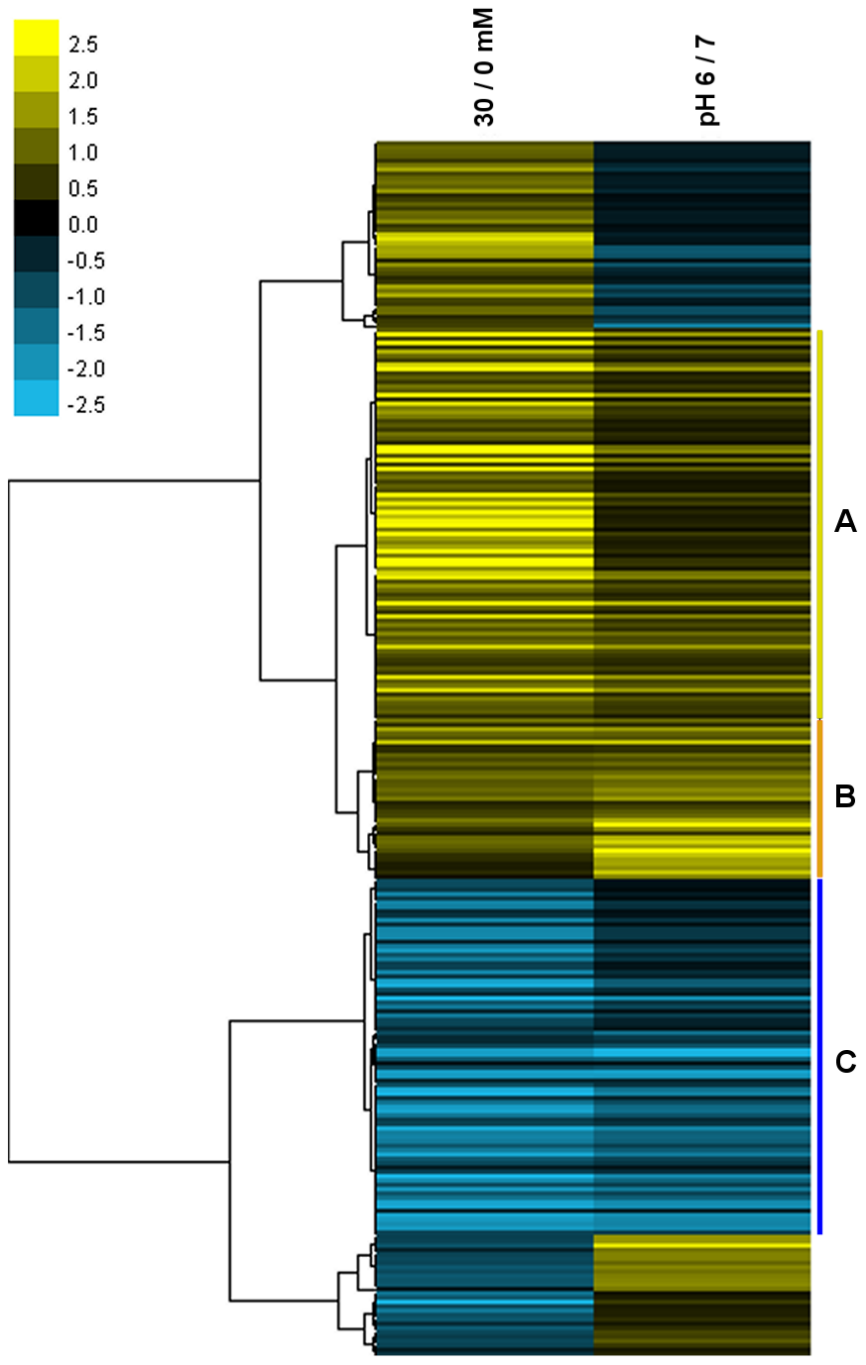
Cluster analysis of gene expression from the benzoate and acid transcriptomes. Hierarchical clustering of probe sets found to be significantly regulated in both the benzoate and previous low pH transcriptomes. Bars in yellow and blue indicate genes that are up- or down-regulated, respectively. Color intensities are proportional to the variation of expression ranging from −2.5 to 2.5 as indicated by the color bar. The group of genes labeled A (vertical yellow bar) indicates those genes up-regulated more by benzoate than by acid and the group labeled B (orange bar) indicates those genes that are up-regulated more by acid than benzoate. The cluster labeled C (blue bar) includes genes that were down-regulated by both benzoate and external acid. A full list of genes included in this analysis can be found in Table S1C.

## Discussion

We present the first dynamic measurements of *B. subtilis* cytoplasmic pH on a rapid time scale, under conditions of acid stress and benzoate stress. Bacteria were cultured in a broth medium (LBK) which, based on our long experience, provides a large range of potential metabolic options for reversing pH stress [5]. The resuspension medium for fluorimentry (supplemented M63) differs somewhat in composition from the growth medium, but includes multiple amino acids available as in LBK. Our results for rapid acid treatment and for steady-state growth in LBK with acid stress were generally consistent, in that the cytoplasmic pH levels obtained following extended growth in buffered LBK were similar to those following a rapid external pH shift after resuspension in supplemented M63 (Figs. 2, 3).

The cytoplasmic pH of *B. subtilis* showed substantial homeostasis, but also a significant difference between cultures grown and resuspended at pH 6 (Fig. 3D) as compared to pH 7 (Fig. 3A). In *B. subtilis*, the cytoplasmic pH showed less recovery from rapid acid shift than that of *E. coli*, which displays a rapid and biphasic recovery [35]. Nevertheless, at either pH 6 or pH 7, *B. subtilis* pH homeostasis withstood a greater degree of benzoate stress than *E. coli.* Although *B. subtilis* grows poorly below external pH 6, its ability to grow and maintain a residual pH under benzoate stress (at or above external pH 6) exceeds that of *E. coli*. The reasons for the difference in benzoate resistance remain to be determined. *Bacillus subtilis* does have the capacity to metabolize benzoate, but it is unlikely that the added benzoate was significantly degraded during the short time scale of our experiments, in which nonaromatic carbon sources were available. The slightly larger cell size of *B. subtilis* compared to *E. coli* results in a lower surface-to-volume ratio, which could decrease the rate of proton accumulation in the cytoplasm, explaining the lack of the “overshoot” of cytoplasmic pH under rapid acid treatment as well as the ability to withstand high benzoate concentrations. *Bacillus subtilis* could also have more active efflux pumps for benzoate. Yet another possibility is that *B. subtilis* trades a slight decrease in cytoplasmic pH (as seen in Fig. 3D) for greater exclusion of benzoate.

### Transcriptomic Analysis of Benzoate-Induced Genes Also Induced by Acid

The mechanisms that confer resistance to cytoplasmic acidification caused by permeant weak acids such as benzoate are likely to involve gene products that contribute to pH homeostasis. Respiratory neutralophiles, such as *B. subtilis* and *E. coli*, cope with cytoplasmic acidification and maintain pH homeostasis by catabolic consumption of acids that produce CO_2_ and alkaline amines [5]. Since growth in the presence of benzoate at pH 7 (Fig. 3B) and growth at external pH 6 (Fig. 2; Fig. 3D) are both conditions that depress cytoplasmic pH, it is expected that a high degree of gene expression overlap would occur under benzoate and acid stress. Earlier work with *E. coli* revealed protein expression correlations between an acid stress proteome [40] and other proteomes that exposed *E. coli* to permeant weak acids such as acetate [41] and benzoate [19]. A subsequent *E. coli* rapid acid shift microarray also identified genes important to acid resistance that respond to benzoate [42]. Comparison of our benzoate transcriptome with the steady-state *B. subtilis* acid transcriptome [31] yields gene overlap such that 42% of the genes significantly up-regulated by benzoate are also significantly up-regulated by acid. These genes are good candidates for response to and mediation of cytoplasmic acidification.

The acid stress genes up-regulated with benzoate adaptation include genes involved in catabolism, peptide transport, and drug resistance and transport (Table 1; Table 2). 

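All 6 genes of the formate dehydrogenase group rose with benzoate. yrhG, which encodes a formate and nitrite transporter homolog beside the dehydrogenase genes, rose the most, from 325 ± 57.5 (SD, n = 4) to 3284 ± 449 (SD, n = 4), a log2 difference of 3.34 (standard error 0.16, adjusted p = 2.60e-06). The dehydrogenase genes yrhE and yrhF had log2 differences of 1.65 and 1.77 (adjusted p = 2.82e-05 and 4.32e-05). yjgC and yjgD rose by 1.26 and 1.22, and fdhD, needed for formate dehydrogenase activity, by 1.11 (standard error 0.12, adjusted p = 1.58e-04). The list's median was 1.42 and its camera adjusted p 8.86e-06, or adjusted p = 0.118 with an estimated correlation. It was taken from the paper's Table 2, so it is not independent evidence of a rise. Adjusted over the list alone, 6 were higher.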

Most strinkingly, all of the formate dehydrogenases up-regulated at pH 6 (*fdhD, yjgCD, yrhEFG*) [31] were up-regulated by benzoate at pH 7. The formate dehydrogenases are capable of consuming acid coupled to proton export; they may play a role similar to that of the acid-induced H_2_ dehydrogenases in *E. coli* [43]. The acid-inducible glycine catabolism (*gcvPA*, *gcvPB*, *gcvT*) was also up-regulated by benzoate. 

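The glycine cleavage genes gcvT, gcvPA and gcvPB rose together. gcvPA, for a subunit of glycine decarboxylase, went from 188 ± 42.9 (SD, n = 4) to 2138 ± 391 (SD, n = 4), a log2 difference of 3.52 (standard error 0.21, adjusted p = 7.69e-06). gcvT, the aminomethyltransferase gene, had a difference of 2.99 and gcvPB, for the other decarboxylase subunit, one of 2.91. yusH, the name on the array for the lipoyl carrier protein gene gcvH, stood at 6513 ± 612 (SD, n = 4) and 6999 ± 1228 (SD, n = 4), a log2 difference of 0.09 that did not pass (adjusted p = 0.681). Thus 3 of the 4 listed genes were higher and 0 lower, and the same 3 when adjusted over the list alone. The list passed camera (adjusted p = 0.0018), but not with an estimated correlation (adjusted p = 0.26).

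**Figure D2:**
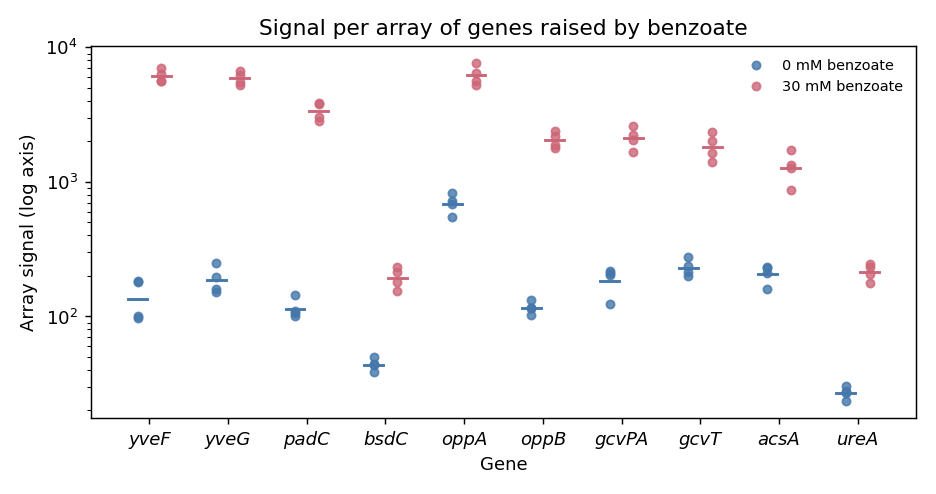
Signal of 10 genes on each array, on a log axis, for 4 cultures without benzoate and 4 with 30 mM. Points are arrays and bars geometric means. In none of the 10 genes do the groups overlap.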

Substrate decarboxylases are known to consume acid through CO_2_ removal [44]–[46]. Other enzymes, such as urease (UreABC) and GcvT of the glycine cleavage system, produce ammonia, which may assist in counteracting cytoplasmic acidification [47]–[49].

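The 5 genes of the opp operon were among those raised most by benzoate. oppB, a membrane subunit of the permease, rose from 117 ± 12.6 (SD, n = 4) to 2070 ± 281 (SD, n = 4), a log2 difference of 4.15 (standard error 0.13, adjusted p = 5.80e-07). oppA, for the peptide-binding protein, rose from 696 ± 111 (SD, n = 4) to 6277 ± 1067 (SD, n = 4), a difference of 3.17. oppC, oppD and oppF had differences of 3.60, 3.40 and 3.40. The operon as a list passed camera (adjusted p = 2.68e-07), though not with an estimated correlation (adjusted p = 0.118), and as a choice of the paper on these cultures it is not independent evidence of direction. The dpp and app genes of related peptide permeases gave signals near the background in both groups, so little can be said of them. Of these 10, dppA (0.35) and appD (0.36) were called higher, and with signals under 32 raised to 32 these differences were 0.34 and 0.17 and the call of appD was lost (adjusted p = 0.141). Of the 10, 0 were higher when adjusted over the list alone, and the list had an adjusted p of 0.507. Both calls lie near the threshold, and with single arrays left out 0 or 1 of the 10 was higher. Without 0 mM replicate 3, 1 was called lower. The list was called by fry (adjusted p = 0.0416).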

The low-pH-inducible *oppABCDF* [31] encodes an oligopeptide permease complex that imports short peptides including signaling peptides involved in sporulation and competence [50]. These peptides may also provide a source of amino acids for decarboxylases yielding basic amines that increase the cytoplasmic pH. Previous acid stress experiments in *E. coli* have identified similar amino acid transporters (*dppABCDF*) that are up-regulated at low pH [42], [51].

Drug resistance-related genes up-regulated either by benzoate at pH 7 or by low external pH include putative multidrug efflux transporters *yuxJ*, putative antibiotic/multidrug resistance proteins (*ywoG*, *yhcA*), MarR family transcriptional regulator homologs (*ywoH*, *yhbI*) as well as multidrug resistance loci *yhcA*, *yuxJ*, *ywoH*, and *ywoG* (Table 2). 

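Genes of several multidrug efflux loci rose with benzoate. ywoG, a putative efflux transporter gene, and its neighbour ywoH, a MarR-type regulator gene, had log2 differences of 3.22 and 3.06 (adjusted p = 3.42e-06 and 2.60e-06). yuxJ went from 222 ± 24.3 (SD, n = 4) to 1269 ± 24.9 (SD, n = 4), a difference of 2.52 (standard error 0.10). yhcA and yhbI rose by 2.18 and 2.21, and yfmO, an efflux gene next to yfmP, by 3.09. Not all efflux genes did. lmrA and lmrB, of the lincomycin resistance operon, fell (-1.35 and -1.48), while bmr and blt, with differences of -0.07 and -0.30, were not called. Of 19 listed genes on the array, 12 were higher and 2 lower, and 12 and 3 when adjusted over the list alone. The list holds the paper's own loci and textbook members, so its count is in part not independent. Its camera result (adjusted p = 5.02e-05) was lost with an estimated correlation (adjusted p = 0.287).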

For comparison, in *E. coli* [52] and *Salmonella enterica* [53], expression of *marA*, a global activator associated with multiple antibiotic resistance, is induced by benzoate. Multidrug efflux pumps are known to respond to intracellular metabolites, pumping out toxic or undesirable metabolic products [54]. They could be used to export either the cytoplasmic benzoate, or at low external pH, the fermentation products such as acetate and formate driven back into the cell by the pH gradient. Multidrug transporters could also help maintain cytoplasmic pH; for comparison, in *E. coli* the MdfA multidrug transporter acts as a Na^+^(K^+^)/H^+^ antiporter at high pH [55].

Genes involved in sporulation, including *cotD*, a spore coat protein, and two genes required for entry into sporulation (*spo0E* and *spo0M*), were down-regulated by benzoate at pH 7, or by low external pH. These results are consistent with the observation that low external pH decreases sporulation efficiency [56]. 

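Benzoate lowered spo0M, spo0E and, by a small margin, cotD, while some other sporulation genes rose. spo0M, a sporulation control gene of the SigW regulon, fell from 4226 ± 437 (SD, n = 4) to 776 ± 48.1 (SD, n = 4), a log2 difference of -2.44 (adjusted p = 2.47e-06). spo0E, for a phosphatase of Spo0A, fell by a difference of -1.41 (standard error 0.17, adjusted p = 3.23e-04). cotD had a difference of -0.36 (standard error 0.11, adjusted p = 0.0336), and the call was lost without 0 mM replicate 1 (-0.34) and without any 1 of the 4 arrays at 30 mM (-0.35 to -0.38). The sensor kinase gene kinB and the late regulator gene gerE rose, with differences of 1.54 and 1.44. Of 18 listed genes, 5 were higher and 5 lower, and 6 and 8 when adjusted over the list alone. The list as a whole did not pass camera (adjusted p = 0.779).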

Benzoate also up-regulated acid-inducible oxidative stress resistance genes including the Old Yellow Enzyme (OYE) family *yqjM* (*namA*) [57] and organic hydroperoxide resistance protein *ohrB* [58].

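namA, the Old Yellow Enzyme gene yqjM of the array, rose from 324 ± 27.1 (SD, n = 4) to 900.0 ± 48.0 (SD, n = 4), a log2 difference of 1.48 (standard error 0.10, adjusted p = 1.38e-05). The hydroperoxide resistance gene ohrB rose from 2186 ± 146 (SD, n = 4) to 4437 ± 229 (SD, n = 4), a difference of 1.02 (adjusted p = 7.73e-05). Other genes of oxidative stress did not follow as a group. zosA, a zinc transporter gene of the PerR regulon, and the vegetative catalase gene katA fell (-1.30 and -0.82), and the peroxidase genes ahpC and ahpF, at 0.12 and 0.11, were not called. Of 15 listed genes, 5 were higher and 2 lower, the same numbers as when adjusted over the list alone. The list did not pass camera (adjusted p = 0.196) but did in fry (adjusted p = 0.00414).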

### Genes Induced Specifically by Benzoate

Some genes showed regulation specifically by benzoate, but not by low external pH. The genes most highly up-regulated by benzoate include the phenolic acid stress operon *yveFG*-*padC* operon. 

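The yveFG-padC operon was raised more than any other operon of Table 2 by the median of its genes. yveF rose from 141 ± 47.7 (SD, n = 4) to 6163 ± 650 (SD, n = 4), a log2 difference of 5.51 (standard error 0.23, adjusted p = 1.97e-06). yveG had a difference of 4.98 (standard error 0.17, adjusted p = 7.14e-07). padC, the phenolic acid decarboxylase gene, rose from 115 ± 20.3 (SD, n = 4) to 3386 ± 527 (SD, n = 4), a difference of 4.88 (standard error 0.16). All 3 genes had control signals above the background range.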

Benzoic and salicylic acids are catabolized by phenolic acid decarboxylase (*padC*) to vinyl phenol derivatives [22], [23]. The presence of benzoate also up-regulated *bsdC*, encoding another phenolic acid decarboxylase that has been suggested to aid in degradation and detoxification of phenolic acids and acts on benzoate derivatives such as vanillate and 4-hydroxybenzoate [10], [23], [59]. 

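bsdC, named yclC on the array, rose with benzoate from 44.0 ± 4.68 (SD, n = 4) to 196 ± 33.9 (SD, n = 4), a log2 difference of 2.14 (standard error 0.15, adjusted p = 1.62e-05). Its neighbours yclB and yclD, the other genes of this decarboxylase, rose by 2.09 and 1.24. With the yveFG-padC genes, all 6 genes of phenolic acid decarboxylation on the array were higher, also when adjusted over the list alone. Part of this list comes from the paper's own account of these cultures and is not independent. It passed camera (adjusted p = 2.68e-07), but not with an estimated correlation (adjusted p = 0.118).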

Since these enzymes are not acid-inducible [31], they more likely respond to benzoate anion accumulation. Benzoate also up-regulated acetyl-CoA synthetase, *acsA*, which is involved in acetate degradation [60]. 

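The acetyl-CoA synthetase gene acsA rose from a signal of 209 ± 33.0 (SD, n = 4) to 1301 ± 356 (SD, n = 4). This is a log2 difference of 2.61 (standard error 0.22, adjusted p = 4.04e-05), larger than the spread of either group. Each array with benzoate lay above each control array.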

Acetate catabolism could help protect the cell from cytoplasmic pH depression.

Urease genes (*ureA*, *ureC*) were induced specifically by benzoate, but not by low external pH. 

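The urease genes rose from low signals. ureA went from 27.2 ± 2.99 (SD, n = 4) to 215 ± 30.3 (SD, n = 4), a log2 difference of 2.97 (adjusted p = 2.60e-06), and ureC from 75.2 ± 15.4 (SD, n = 4) to 196 ± 7.32 (SD, n = 4), a difference of 1.40 (standard error 0.15). ureB, for another urease subunit, rose from 7.67 ± 0.96 (SD, n = 4) to 99.8 ± 16.0 (SD, n = 4). Since the control signals of ureA and ureB lay in the background range, their differences are at least 2.74 and 1.63 with signals under 32 raised to 32. All 3 were higher, also when adjusted over the list alone, and the list is the paper's own from these cultures. Its camera adjusted p was 4.00e-04, or adjusted p = 0.118 with an estimated correlation.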

Ureases produce CO_2_ in the process of urea degradation and aid acid survival in some bacterial pathogens [61], [62]. For example, acid survival of the stomach-dwelling *Helicobacter pylori* depends on the CO_2_ and ammonia produced by its urease [63].

### Acid-Repressed Genes Down-Regulated by Benzoate

The most striking group of genes down-regulated by benzoate at pH 7 (and repressed at low external pH) was the alkali-shock regulon governed by SigW [27]. 

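Most of the SigW regulon fell with benzoate, including the sigma factor's own gene. sigW fell from 6395 ± 991 (SD, n = 4) to 2145 ± 74.4 (SD, n = 4), a log2 difference of -1.56 (standard error 0.13, adjusted p = 3.40e-05), and rsiW, for its anti-sigma factor, by a difference of -1.82. Of 54 regulon genes on the array, 39 were lower and 1, ydjO (0.42), was higher, or 42 and 1 when adjusted over the list alone. The median difference of the list was -1.41. ydjH and ydjG, of the operon of pspA, had differences of -2.63 and -2.20, ydjP and yxjI of -2.82 and -2.78, and pbpE, a penicillin-binding protein gene, one of -1.31. The genes yceF and yceH, of the yceC to yceH operon, moved less (-0.35 and -0.15) and were not called. The regulon passed camera with the smallest p of the 35 lists (adjusted p = 2.02e-17), and lost the call with an estimated correlation (adjusted p = 0.175). fry called it lower as well (adjusted p = 4.05e-05). Of its members, 21 are in the paper's Table S1A.

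**Figure D3:**
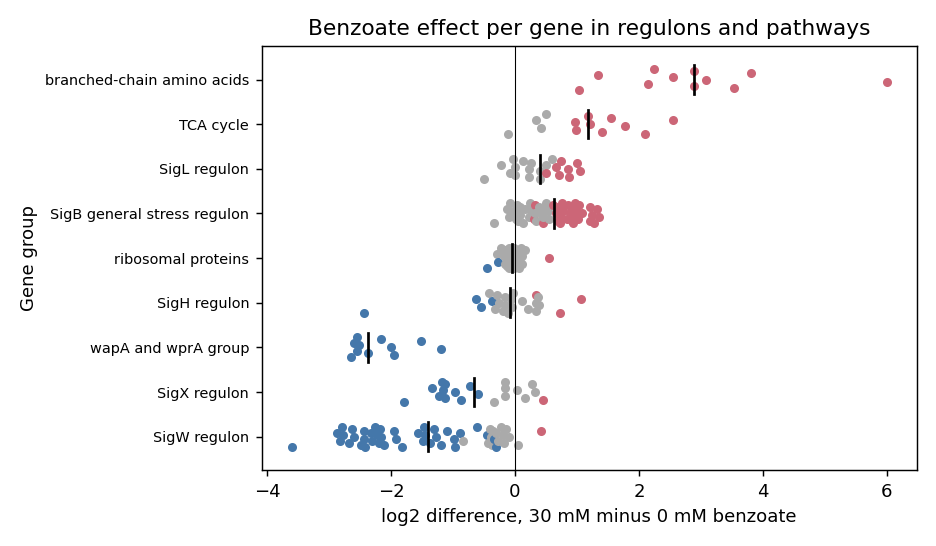
Each point is a gene of a regulon or pathway, at its log2 difference between 30 mM and 0 mM benzoate (genes with several probe sets by their mean). Red marks genes called higher, blue genes called lower and grey genes not called, and black bars are medians. The SigW genes lie mostly to the left of 0 (median -1.41) and the branched-chain amino acid genes all to the right.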

SigW-dependent genes are also repressed by sorbic acid [11]. We found that SigW governs eight of the genes most strongly down-regulated by benzoate (Table 1). 

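Further SigW-dependent genes fell strongly, several of them for transport or of unknown function. ydjQ, named yeaA on the array, fell from 1565 ± 485 (SD, n = 4) to 237 ± 27.0 (SD, n = 4), a log2 difference of -2.68 (standard error 0.21, adjusted p = 3.40e-05). ywrE had a difference of -2.48, ythP and ythQ, of an ABC transporter, differences of -2.41 and -2.30, and yobJ one of -2.23. Each of these genes had every treated array under every control array.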

The SigW regulon is considered to show “extracellular” response, mediated by proteolysis of the extracytoplasmic domain of anti-sigma RsiW [29], [30]. Nevertheless, the mechanism also involves a cytoplasmic interaction between SigW and RsiW, also involving the transmembrane protein YluC. Thus it is possible that SigW actually detects cytoplasmic pH elevation, as the consequence of alkali shock, rather than external high pH directly. The benzoate repression of SigW confirms our interpretation that the overlap between benzoate and external-pH transcriptomes represents a cytoplasmic pH transcriptome.

Cell wall-associated proteins *wapA* and *wprA* were also significantly down-regulated by benzoate. 

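wapA and wprA fell with benzoate, and with them a group of genes around wapA. wapA, the wall-associated protein gene, fell from 9221 ± 671 (SD, n = 4) to 2162 ± 164 (SD, n = 4), a log2 difference of -2.09 (standard error 0.10), and its 6 probe sets ranged from -2.11 to -1.78. wprA, the cell wall protease precursor gene, fell from 7894 ± 870.1 (SD, n = 4) to 1442 ± 207 (SD, n = 4), a difference of -2.46 (adjusted p = 4.90e-06), and by -2.91 at another of its probe sets. yxzC, yxiI and yxiF, small genes of the wapA region, had differences of -2.64, -2.56 and -2.55, and yxxG, next to wapA, one of -2.17. All 11 listed genes were lower, also when adjusted over the list alone, and since the list comes from the paper's tables on these cultures it is not independent evidence. The camera result was adjusted p = 3.21e-10, or adjusted p = 0.118 with an estimated correlation.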

WprA is a cell wall protein precursor that is cleaved and processed to form two cell wall-bound proteins, one of which is known to be a protease and could be involved in the necessary cell wall elongation that occurs during growth [64].

### Genes Regulated by External pH but Not Benzoate

Acid-inducible genes showing no significant response to benzoate included oxalate decarboxylase, *oxdC* [65], [66]; acetoin production, *alsDS*; several substrate dehydrogenases (*maeA*, *gabD*, *ydaD*, *ytbE*, *yvfV*); and polyamine biosynthesis, *speA*, *speBE* [31]. 

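The 11 acid-inducible genes named here moved in different directions with benzoate. The oxalate decarboxylase gene oxdC, named yvrK on the array, had signals of 51.5 ± 10.7 (SD, n = 4) and 43.5 ± 11.0 (SD, n = 4), a log2 difference of -0.26 (adjusted p = 0.388). The acetolactate synthase gene alsS had one of -0.11 (adjusted p = 0.662). Neither was called. The substrate dehydrogenase gene maeA rose by a difference of 1.38 (standard error 0.20, adjusted p = 7.81e-04), ydaD by 1.09 and yvfV by 0.81 (adjusted p = 0.00355). The arginine decarboxylase gene speA fell from 1639 ± 202 (SD, n = 4) to 705 ± 144 (SD, n = 4), a difference of -1.23 (adjusted p = 5.79e-04), and the polyamine genes speB and speE by -0.77 and -0.83, as did ytbE (-0.93). alsD and gabD, at 0.43 and 0.57 (adjusted p = 0.022 and 0.0331), were called higher, but the calls were lost without any 1 of 3 arrays (alsD) and of 5 arrays (gabD), and without 30 mM replicate 1 or replicate 3 3 genes were called higher rather than 5. In all 5 were higher and 4 lower, also when adjusted over the list alone, and the list as a set did not pass camera (adjusted p = 0.982), with a median of -0.11 and a test direction of up. The paper picked these genes from the same cultures, so the list is not independent evidence.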

We propose that these systems have regulators that sense low pH outside the cell membrane, not in the cytoplasm. For comparison, the well-studied amino acid decarboxylase systems in *E. coli* such as lysine decarboxylase *cadA* are regulated by a membrane protein (CadC) whose periplasmic domain senses pH [67].

In terms of stress regulons, the acid-inducible SigX regulon [31] did not respond to benzoate. 

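Genes of the SigX regulon, many of them for modification of the cell envelope, fell with benzoate. pbpX, a penicillin-binding protein gene, fell from 891 ± 47.3 (SD, n = 4) to 259 ± 27.1 (SD, n = 4), a log2 difference of -1.79 (standard error 0.11, adjusted p = 7.58e-06). sigX and rsiX had differences of -1.12 and -1.33. The dlt operon, which adds D-alanine to teichoic acids, fell throughout, with dltD at -1.23, dltB at -1.18, dltA at -1.16 and dltE at -0.88. psd, for phosphatidylserine decarboxylase, was the gene called higher (0.46). Of 20 genes, 11 were lower and 1 higher, the same numbers as when adjusted over the list alone, and the median was -0.67. The list passed camera (adjusted p = 0.0014), but not with an estimated correlation (adjusted p = 0.287). Without 0 mM replicate 3, 2 genes were called higher and 12 lower.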

Benzoate did not repress the alkali-inducible SigH and SigL regulons.

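The SigH genes did not move as a body, and the SigL genes rose through the bkd operon. Of 24 SigH genes, phrI (1.05), ywkC (0.72) and spoVS (0.33) were higher, and spo0M, minC (-0.62), minD (-0.55) and phrK (-0.37) were lower. minC and minD place the division septum. Adjusted over the list alone, 3 were higher and 3 lower, and the list did not pass camera (adjusted p = 0.687). With single arrays left out, 2 (without 30 mM replicate 2 or 4) to 4 were higher and 3 or 4 lower. Of 22 SigL genes, 8 were higher and 0 lower, also when adjusted over the list alone. These were the 7 bkd genes and rocD, of arginine breakdown, at 0.51 (adjusted p = 0.00904). The acetoin genes acoA, acoB, acoC and acoL, at -0.23 to 0.00, and the levan and fructose genes levD to levG, at 0.01 to 0.50, were not called. The SigL list had a median of 0.40 and passed camera (adjusted p = 0.0047), which it did not with an estimated correlation (adjusted p = 0.408). Without 0 mM replicate 3, 11 SigL genes were called higher, and without 0 mM replicate 1, 1 was called lower. At an unadjusted p under 0.05, 1 SigL gene was lower.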

### Cluster Analysis

Our cluster analysis of the benzoate adaptation and low-pH adaptation transcriptomes confirms the finding of substantial overlap between benzoate and low-pH response (Fig. 5; individual genes shown in Table S1C). Within the largest cluster (up-regulated by benzoate and at low pH) we identified two subsets. The larger subset consists of genes up-regulated more by benzoate than at low pH. This group includes the oligopeptide transport system (*oppABCDF*), all of the formate dehydrogenases identified (*fdhD, yjgCD, yrhEFG*), the glycine decarboxylase system (*gcvPA-gcvPB-gcvT*), the TCA cycle (*citZ-icd-mdh*, *sucCD*), and branched-chain amino acid synthesis (*ilvBHC-leuAB*) (Table S1C). 

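The branched-chain amino acid genes and most of the TCA cycle genes rose with benzoate, and those of glycolysis were not called. ilvB, for acetolactate synthase, rose from 8.05 ± 0.82 (SD, n = 4) to 520 ± 96.5 (SD, n = 4). As its control signal lay in the background range, the log2 difference of 6.00 is at least 4.00 with signals under 32 raised to 32. ilvH and ilvC had differences of 3.81 and 3.54, leuA and leuB of 2.89 and 3.08 (at least 2.88 and 2.50 with the raised signals). All 11 genes of the pathway were higher, also when adjusted over the list alone, with a median of 2.89 and a camera adjusted p of 4.95e-10, or adjusted p = 0.107 with an estimated correlation. The citrate synthase gene citZ rose from 1569 ± 219 (SD, n = 4) to 9179 ± 1197 (SD, n = 4), a difference of 2.55 (standard error 0.14, adjusted p = 5.38e-06). icd, mdh, sucC and sucD had differences of 1.55, 1.22, 1.40 and 1.77, and the aconitase gene citB one of 2.13. Of 13 TCA cycle genes, 9 were higher and 0 lower, or 10 higher when adjusted over the list alone. The list passed camera (adjusted p = 7.09e-06), though not with an estimated correlation (adjusted p = 0.279). Of 12 glycolysis genes, 0 were called in either direction by limma, also when adjusted over the list alone, while 2 were higher and 0 lower at an unadjusted p under 0.05, and fry did not call the list either (adjusted p = 0.315). The largest difference was that of pgk, 0.27 (adjusted p = 0.0815), and the list did not pass camera (adjusted p = 0.296). pgk was called higher with quantile normalization, and pgk and tpi were with signals under 32 raised to 32 and with another variance model. Without 0 mM replicate 2, 1 glycolysis gene was called higher, and without 0 mM replicate 3, 1 was called lower.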

The smaller subset consists of genes up-regulated more at low pH than with benzoate. This group includes the potassium/cation transport system (*czcDO*), an oxidative stress protein (*ohrB*), and a catalase (*katX*). 

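The cation transport genes czcD and czcO and the catalase gene katX rose with benzoate. czcD went from 89.6 ± 19.8 (SD, n = 4) to 142 ± 8.05 (SD, n = 4), a log2 difference of 0.69 (standard error 0.16, adjusted p = 0.0104), and czcO, named trkA on the array, had one of 0.76 (adjusted p = 0.00128). The catalase gene katX rose from 1594 ± 191 (SD, n = 4) to 3671 ± 323 (SD, n = 4), a difference of 1.21 (adjusted p = 1.18e-04). The paper's pH 6 ratios for the same probe sets are 2.48 for czcD, 3.13 for czcO, 1.39 for katX and 2.08 for ohrB.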

The greater magnitude of most of the benzoate expression ratios suggests that, under our experimental conditions, benzoate adaptation at pH 7 caused greater cytoplasmic pH stress than did growth at pH 6.

### Comparison with Salicylate and Sorbate Transcriptomes

Our benzoate transcriptome was compared with the reported transcriptome of salicylic acid addition (Table S1A) based on data reported in Ref. [10]. Comparison was limited by the many differences in experimental design, most notably the salicylic acid time course which induced general stress responses (CtsR, SigB); the concomitant external-acid shock; and the use of a different growth medium. 

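yhcC, yuiA, ynfC and yfmP, which the paper connects with salicylate detoxification, rose with benzoate. yfmP, a regulator gene, rose from 573 ± 51.4 (SD, n = 4) to 2909 ± 582 (SD, n = 4), a log2 difference of 2.33 (standard error 0.16, adjusted p = 1.32e-05), and ynfC from 432 ± 64.7 (SD, n = 4) to 1800 ± 122 (SD, n = 4). yhcC had a difference of 2.29 (adjusted p = 4.82e-06). yuiA, of low control signal, had one of 2.67, at least 2.01 with signals under 32 raised to 32. Among the probe sets of Table S1A that are higher with benzoate, 26 carry the paper's mark for higher expression with salicylate and 6 the mark for lower. All 32 were called higher here. Of those that are lower with benzoate, 12 carry the mark for lower and 1 the mark for higher, and all 13 were called lower. The marks are the paper's, from data of another study that is not analysed here.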

The main benzoate-up-regulated genes that also appear after salicylate-acid-shock include those proposed for salicylate detoxification (*yhcC*, *yuiA*, *ynfC*, *yfmP*), urease (*ureA*, *ureC*) and cell wall-associated *wapA*. The induction of the SigB general stress response in the salicylate transcriptome may have more to do with the rapid drop in external pH from pH 7 to pH 5.5 when salicylate was added [10]. Previous work determined that the SigB general stress response is activated upon a rapid acid shift from pH 7.5 to pH 6.0, with transcription of *sigB* reaching a peak at 15 min after acid shock and dropping off significantly at 20 min [68], and more moderately activated in steady-state low pH conditions (pH 6 compared to pH 7) [31], but the response is not activated by sorbic acid stress at pH 6.4 [11] or by the addition of 5 mM HCl at pH 5.5 [10]. Our transcriptome displayed minimal expression of genes in the SigB regulon (20 out of 127 genes identified [69]), many of which can be regulated by other mechanisms. 

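Many genes of the SigB core list rose with benzoate by small amounts, while the heat shock genes did not rise as a group. yfkM, a stress protein gene, rose from 744 ± 99.9 (SD, n = 4) to 1888 ± 166 (SD, n = 4), a log2 difference of 1.35 (standard error 0.13, adjusted p = 7.96e-05), and yxkO and ydaE by 1.33 and 1.25. Other members were not called, among them gspA (0.04), dps (0.16) and sigB itself (0.23, adjusted p = 0.0928). Of 58 genes of the SigB list on the array, 33 were higher and 0 lower, or 36 higher when adjusted over the list alone, with a median of 0.63. The list passed camera (adjusted p = 1.85e-09), but not with an estimated correlation (adjusted p = 0.237). It is a shorter list than the regulon the paper cites, and 20 of its genes are in Table S1A. Of 14 listed heat shock genes, htpG (-1.02), which neither CtsR nor HrcA controls, clpE (-0.95) and lonA (-0.42) were lower and hrcA (0.44) was higher. Adjusted over the list alone, 3 were lower and 0 higher. The call of hrcA was lost when any 1 of 7 arrays was left out (adjusted p = 0.0435 with all). groEL and dnaK had differences of 0.12 and 0.13, and the list did not pass camera (adjusted p = 0.819), with a median of 0.06 and a test direction of down.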

The observation of benzoate adaptation rather than benzoate shock focuses on the more persistent components of adaptation to a permeant weak acid.

The effect of benzoic acid on the cell wall and membrane composition was similar to but not as pronounced as that of sorbic acid [11], another lipophilic permeant weak acid. 

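All 7 genes of the bkd operon, which turns branched-chain keto acids into the starters of branched-chain fatty acids, rose with benzoate by like amounts. ptb, the first gene, rose from 1195 ± 92.2 (SD, n = 4) to 2481 ± 306 (SD, n = 4), a log2 difference of 1.05 (standard error 0.12, adjusted p = 2.38e-04). buk and lpdV had differences of 0.86 and 0.87 (adjusted p = 4.24e-04 and 2.68e-04), and the last genes, bkdAA, bkdAB and bkdB, of 0.75, 0.67 and 0.72. The median of the list was 0.86 and its camera adjusted p 5.02e-05, or adjusted p = 0.287 with an estimated correlation. Adjusted over the list alone, 7 were higher. The operon was named by the paper from these cultures, so it is not independent evidence of direction.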

Seven BkdR-dependent genes of the *bkd* operon (*bkdB*, *bkdBB*, *bkdBA*, *bcd*, *buk*, *lpdV*, and *ptb*), which are involved in the synthesis of branched-chain fatty acid precursors, were significantly up-regulated, indicating a possible remodeling of the cell membrane to include more branched-chain fatty acids [11], [70].

Our study reveals the details of the cytoplasmic pH response to external acidification and to benzoate stress at neutral pH. *B. subtilis* showed remarkably robust adaptation to benzoate at high concentrations. We present a benzoate transcriptome and use it to distinguish between external versus cytoplasmic pH dependence of pH stress genes. We highlight important acid reversal mechanisms, such as formate dehydrogenases and amino acid transporters, that appear to respond to cytoplasmic acidification; as well as other mechanisms, such as amino acid decarboxylases that respond to external acid but not benzoate. And the unexpected repression of the SigW regulon by benzoate adds important information for elucidating the mechanism of this alkali-shock response.

## Materials and Methods

### Strains and Plasmids

The GFPmut3b plasmid pMMB1311 was constructed from pBSVG101, which encodes a version of GFP expressed from the bleomycin resistance promoter (P*_bsr_*). Plasmid pBSVG101 was purified from *B. subtilis* strain BEST215 [71], transformed into Dam^+^ *E. coli*, and re-purified. The GFP allele was changed to GFPmut3b [34] by QuikChange site-directed mutagenesis using PfuUltra II Fusion HS DNA Polymerase (Stratagene) and primers based on the GFPmut3b sequence. The reaction was transformed into *E. coli* strain AG1111 (MC1061 F'*lacI^q^ lacZ*M15 Tn*10*). Plasmid from a brightly fluorescing transformant (MMB1309) was sequence-verified to confirm the GFPmut3b mutation. This plasmid, pMMB1309, was then introduced into the *B. subtilis* strain AG174 (JH642, *trpC2 pheA1*) by natural transformation [72] to create strain MMB1311. In strain MMB1311, pMMB1309 allows for constitutive expression of GFPmut3b from the P*_bsr_* promoter and contains both *B. subtilis* and *E. coli* origins of replication.

### Fluorimetry Measurement of Cytoplasmic pH

GFPmut3b fluorimetry of whole-cell suspensions was based on the method of Wilks and Slonczewski (2007) [35], using pH-dependent excitation spectra [73], [74]. *B. subtilis* MMB1311 was cultured overnight for 16 to18 hr rotating at 37°C in unbuffered LBK medium (Luria broth with 100 mM KCl replacing NaCl) [51]. In order to maintain the plasmid, overnight cultures included 5 µg/ml tetracycline. Overnight cultures were diluted into buffered LBK medium in pre-warmed 250-ml baffled flasks; the dilutions, buffers, and pH depended on the experiment. Bacteria were cultured at 37°C rotating at 240 rpm to an optical density at 600 nm (OD_600_) of 0.2 to 0.3. To diminish background fluorescence, cultures were resuspended at OD_600_ 0.4 in buffered M63 salts medium supplemented with casein hydrolysate (7.45 g/liter KCl, 2 g/liter casein hydrolysate, 2 g/liter (NH_4_)_2_SO_4_, 0.4 g/liter KH_2_PO_4_, and 0.4 g/liter K_2_HPO_4_) [75]. The use of M63 medium avoids fluorescent contaminants present in LBK.

For fluorimetry, excitation spectra were recorded using a Fluoromax-3 spectrofluorimeter (Horiba Jobin Yvon) as described previously [35]. Spectra were recorded for three biological replicates for each condition. For time course experiments, continuous excitation spectra were recorded at 4-s intervals. Emission was set at 545 nm (slit width, 20 nm), and excitation was recorded at 480 nm to 510 nm (slit width, 2 nm) [34]. Fluorescence intensity data were converted to cytoplasmic pH by interpolation between two pH measurements following the addition of 10 µM nigericin, a H^+^/K^+^ ionophore that collapses ΔpH across the membrane [38]. All cultures for fluorimetry were maintained at 30°C for stability of the GFPmut3 protein.

In order to establish the relationship between pH and fluorescence intensity in living *B. subtilis* cells (Fig. 1), strain MMB1311 was cultured in buffered LBK (50 mM MOPS, pH 7.5) to OD_600_ 0.2 and resuspended at OD_600_ 0.4 in supplemented M63 medium with 10 µM nigericin. Buffers included in growth and resuspension media were as follows: 10 mM Homopiperazine-N,N′-bis-2-(ethanesulfonic acid) (HOMOPIPES), pH 5.7; 10 mM MES, pH 6.1; 10 mM piperazine-N,N′-bis(ethanesulfonic acid) (PIPES), pH 6.6; 10 mM MOPS, pH 7.0; 10 mM MOPS, pH 7.5; and 10 mM N-Tris(hydroxymethyl)methyl-3-aminopropanesulfonic acid (TAPS), pH 8.0. Fluorescence intensity was summed over the excitation range.

### cDNA Preparation and Array Hybridization

*B. subtilis* AG174 (obtained from Alan Grossman) was cultured overnight at 37°C in unbuffered LBK. Bacteria were diluted 500-fold into pre-warmed 250-ml baffled flasks containing 15 ml of LBK buffered with 50 mM MOPS, adjusted to pH 7.0 using KOH. Sodium benzoate was added to the media prior to inoculation at a concentration of 30 mM. For each experimental condition (presence or absence of 30 mM benzoate), four independent cultures were rotated at 240 rpm at 37°C. Cultures were harvested at early log phase (OD_600_ 0.2). Samples were transferred from growth culture to sterile vials containing 1 ml ice-cold 10% phenol-ethanol stop solution [76] in order to stabilize the bacterial RNA. RNA was isolated as previously described [31], [42], [43], [51] using the RNeasy Kit with on-column DNA digestion (Qiagen). The RNA isolation protocol for gram-positive microorganisms was followed, in which 3 mg/ml of lysozyme is used to degrade the bacterial cell wall. Isolated RNA concentration and quality was examined for each sample using the Agilent Bioanalyzer 2100.

Standard methods were used for cDNA synthesis, fragmentation, and end-terminus biotin labeling [31], [43], [51]. Labeled cDNA samples were hybridized to Affymetrix GeneChip *B. subtilis* antisense genome arrays [77]. Hybridized arrays were stained with streptavidin-phycoerythrin using the Affymetrix Fluidic Station 450 and then scanned with a GC3000 scanner. The GeneChip *B. subtilis* arrays include 4,351 probe sets that cover 4,095 protein-encoding open reading frames (ORFs) (approximately total complete genomic coverage) as well as 606 probe sets covering intergenic regions annotated to the RefSeq genome sequence, NC_000964 (further details in Table S1A).

### Analysis of Gene Expression

Benzoate-dependent expression ratios were determined by a model-based expression analysis of the probe-level data from Affymetrix's CEL files. Analysis was performed using dChip software (http://www.dchip.org) as described previously [31], [43], [51]. In the dChip model, a linear function relates target RNA levels to the probe signals by weighting the significance of all probes for each gene. Each array was normalized to an array of median brightness, using local regression on an invariant set of probes [78]. Only the perfect match probes were used to calculate model-based expression indices.

For each condition, the dataset included four biological replicates (independent with respect to *B. subtilis* growth, RNA isolation, sample preparation and array hybridization). Statistical Analysis Software (SAS) was used to test for significant differences in expression between presence or absence of benzoate. A two-sample t-test was performed on the log_2_-transformed model-based expression indices on a gene-by-gene basis at a significance level of 0.001, thus expecting a 1 in 1000 false positive rate [31], [43], [51]. For a gene showing average within-group variability, our sample size (four replicates with 30 mM benzoate and four replicates without benzoate, 4,351 ORFs) provided statistical power of 98% to detect a 2-fold difference in gene expression between experimental conditions.

All probes that showed significant benzoate effects on expression (including duplicate probes for some ORFs) are included in Table S1A. The intergenic regions showing benzoate-dependent expression are tabulated in Table S1B.

Normalized expression ratios of the benzoate transcriptome and the earlier acid array [31] were analyzed using unsupervised, average-linkage hierarchical clustering with uncentered Pearson correlation as a similarity metric, performed with Cluster 3.0 [79]. Only the 280 probe sets with significant expression ratios were chosen to be visualized with Java TreeView [80]. The cluster analysis output list and a large, gene-annotated heat map are available in Table S1C.

### Real-Time Quantitative Reverse Transcription-PCR

Expression of mRNA for individual genes was quantified by real-time PCR using an ABI Prism7500 DNA analyzer (Applied Biosystems) as described previously [42]. For each growth condition, three independent biological replicates were tested. Primers used are presented in Table S1D. The SYBR Green PCR one-step reverse transcription-PCR protocol (Applied Biosystems) was used, in which cDNA reverse transcription and PCR amplification occur in the same well. Nucleic acid concentrations were as follows: 0.1 nM forward primer, 0.1 nM reverse primer, and 50 ng target RNA. PCR cycling conditions were as follows: reverse transcription at 48°C for 30 min and 95°C for 10 min, 40 cycles of denaturation at 92°C for 15 s, and extension at 60°C for 1 min. The total RNA in each sample amplified was used as the basis to normalize individual gene expression profiles. All expression levels are presented relative to the expression in the 0 mM benzoate controls.

## Supporting Information

Table S1 A) Expression indices and expression ratios showing significant benzoate regulation. B) Intergenic regions significantly regulated by the presence of benzoate. C) Result of cluster analysis. D) Real-time PCR primer sequences.
(0.22 MB XLS)

How the deposited data were processed for this re-analysis (not part of the article)

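RNA of 8 cultures of B. subtilis AG174 was measured on 1-colour Affymetrix antisense arrays, 4 cultures without benzoate and 4 with 30 mM sodium benzoate, with 1 array per culture. The cultures grew at 37 °C in LBK medium with 50 mM MOPS at pH 7 to an OD600 of 0.2. The paper gives doubling times of 19 ± 1 min without benzoate and 33 ± 2 min with it.

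The deposited values are linear signal intensities that the authors made with the Affymetrix GCOS software, whose version the labels do not give, and scaled so that the trimmed mean of each array is close to 1000. They are not the perfect-match dChip indices with invariant-set normalization that the paper's methods describe, so values here differ in kind from the ratios of the paper's tables. The table holds 5033 probe sets. Of these, 42 control probe sets and 40 for tRNA genes were left out of the tests, which leaves 4345 for ORFs and 606 for intergenic regions. The platform table gives 1 symbol for 2942 of the ORF probe sets and none for 1403, which go by the name in their identifier, and 74 genes were given their current name from Table S1A.

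Signals under 1 were set to 1 and log2 values were taken without further normalization. Each probe set was fitted in limma 3.58.1 under R 4.3.3 with empirical Bayes moderation, and p-values were two-sided and adjusted by Benjamini and Hochberg over 4951 probe sets. A probe set is called higher or lower at an adjusted p under 0.05. Counts at the paper's thresholds use an unadjusted limma p of 0.001 or less and a 2-fold change, where the paper's methods use a two-sample t-test. The smallest exact permutation p that 4 arrays against 4 can give is 0.0286, while the moderated p-values rest on a normal model.

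Background was read from 27 probe sets for foreign transcripts. Between 10.2% and 12.4% of ORF probe sets had signals under 32, depending on the array, and this limits what can be said of dim genes.

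Lists of genes for 35 regulons, operons and pathways were fixed before the data were examined. The counts per list use 1 value per gene, the mean log2 value of its probe sets. Each list was compared with all other genes by camera at a preset correlation of 0.01, and the p-values were adjusted over the lists. Alternatives were camera with an estimated correlation and fry. Several lists were taken from the paper's tables, which rest on these cultures. The lists are those of the SigW, SigX, SigB, SigH, SigL and Fur regulons, heat shock, the bkd, purine, opp, urease, formate dehydrogenase, lia and wapA and wprA genes, branched-chain amino acids, TCA cycle, glycolysis, dpp and app, glycine cleavage, phenolic acids, multidrug resistance, the SPbeta and PBSX prophages, ribosomal proteins, ATP synthase, the Mrp antiporter, flagella, competence, surfactin, yuk, acid-inducible genes, oxidative stress, fermentation, nitrogen and sporulation entry.

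The genes named in the text are the 10 largest increases and the 10 largest decreases among called ORF probe sets with separated arrays, the genes the paper names or shows in Fig. 4, up to 4 members of each list with the largest change, and the 3 intergenic probe sets with the largest change each way. The paper's tables had been read when this rule was written. Genes named outside it were chosen after their values were seen: acoA, acoB, acoC, acoL, ahpC, ahpF, blt, bmr, citS, comK, cysH, cysK, dhbB, dltA, dltE, dnaK, dppA, dps, feuA, feuB, feuC, fliH, gabP, groEL, gspA, katA, levD, levG, lmrA, lmrB, minD, pbpE, phrK, psd, pspA, purE, purK, rocD, rsiW, sigB, sigW, sigX, spoVS, thrB, thrC, yceC, yceF, yceH, yclB, yclD, ydbS, ydbT, ydjG, ydjH, ydjO, ydjQ, yeaA, yfiY, yfkA, yfkB, yfkC, yfkH, yfkI, yfkJ, yflP, yjoB, yknW, yknX, yknY, yknZ, ylnA, ylnB, ylnC, yobJ, yonA, yopL, yoqO, yorL, yqeZ, yqfA, yqfB, ythP, ythQ, ywbL, ywbM, ywbN, ywrE, yxxG.

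In a simulation, arrays were drawn from each probe set's mean and within-group spread with independent normal noise, and known changes were added. Recovered were 23 of 50 probe sets changed by a log2 value of 0.5, 40 of 50 at 1, 48 of 50 at 2 and 50 of 50 at 4. Of 4697 unchanged probe sets, 18 were called. Correlation between genes and arrays that stand apart were not simulated, so the rates on the real arrays may differ. Results were computed again with quantile normalization, median centring, without the dimmest 25% of probe sets, with signals under 32 raised to 32, with another variance model, with the methods' t-test, with the replicate number as a block, with the adjustment over ORFs alone, with 1 value per gene, and without each array in turn.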

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

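The tests of 0 mM replicate 3 for RNA of a treated culture and for degraded RNA, and of gltA and gltB without that array, were chosen only after the result was seen.

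Genes of nitrogen, iron and energy metabolism that the paper's text does not discuss changed with benzoate. gltA and gltB, for glutamate synthase, fell by log2 differences of -3.35 and -3.64. Of 34 genes of the Fur iron regulon, 27 were called higher. All 9 genes of the ATP synthase and all 7 of the yuk secretion system were called lower, and 6 of the yuk genes are in Table S1A.

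In some groups of 4 arrays, 1 array lay far from the other 3, by the gap to its nearest neighbour over the range of the group, by Dixon's test at 95%. Of 338 groups examined, 20 (5.92%) passed, where chance gives about 1 in 20. The lone array was 0 mM replicate 3 for 10 of them and 30 mM replicate 1 for 5. Without benzoate the groups were gltA (0.832, 0.907, 0.870 and 0.832 at its 4 probe sets), gltB (0.930), yoaG (0.851, replicate 2), gcvPA (0.887), leuB (0.865), minC (0.928), purF (0.847), yufB (0.837, replicate 1) and yukA (0.859). With benzoate they were gltA (0.850), leuB (0.883), ywkC (0.869), rpmH (0.958) and comS (0.879), all for replicate 1, maeA (0.873, replicate 3), hmp (0.907, replicate 2) and liaH (0.961, replicate 4).

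On 0 mM replicate 3, 337 ORF probe sets were off the other control arrays by more than 1 log2 unit, and at most 101 on any other array. RNA from a treated culture would move it toward the treated arrays at all responding probe sets, but its median deviation was 0.0862 over the 325 higher ones and 0.307, away from the treated arrays, over the 288 lower ones. Scaling is argued against by 338 probe sets still off after quantile normalization, where the other arrays had at most 99. The 3' to 5' ratios lay beyond all other arrays on the higher side for 1 of 4 control transcripts and on the lower side for 0. With so few transcripts, and a rule that asks for values beyond all other arrays, this does not decide whether the RNA was degraded. The design names no condition that sets this culture apart, so no biological explanation was tested.

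The fall of gltA and gltB did not come from that array, which had their lowest control signals and so made the fall smaller. Leaving it out could only enlarge the fall and is no test of it. Their 5 probe sets had a median of -3.37 with all arrays and -3.94 without it. All 5 were called after quantile normalization and after median centring, which argues against scaling. The cause in the cell was not tested.

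The rise of the Fur regulon held without 0 mM replicate 3, with 27 genes higher and 4 lower, and after quantile normalization, with a median of 1.25. It was not confined to dim genes, as 21 of the 28 brighter members were called higher. These values argue against the array, the scaling and the background as sources, and a response of iron uptake to benzoate stays as a hypothesis.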

How the results depend on the processing

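No alternative was added after the results were seen. No call among the 175 named probe sets and the 35 lists reversed its direction under any alternative run, and of the 175 probe sets 133 kept their side of the threshold in all that were run. ORF probe sets called were 1637, and 734 by the methods' t-test at p of 0.001 or less, a stricter threshold (1523 after Benjamini-Hochberg). Leaving out 1 array at a time gave 1301 to 1862. All probe sets called by that t-test numbered 766. The 137 intergenic calls became 84 without the dimmest 25%, which leaves fewer to test, 85 with signals under 32 raised to 32 and 32 by the t-test, and 106 to 173 with 1 array left out. For the 85 the cause was not tested. Genes at the paper's thresholds were 410 to 542 and ORF probe sets with a 2-fold change 444 to 644, against 495 and 616.

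Of 35 lists, 32 kept their call in every alternative with the preset correlation. The others were lia, SPbeta and fermentation. With an estimated correlation 0 passed, and with fry 26.

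No pairing of the cultures by replicate number was seen, which does not exclude one. The correlations of arrays with the same number were 0.02, 0.09, 0.07 and -0.06. For replicates 2, 3 and 4, an array of another number gave a higher value (0.28, 0.19 and 0.16), and for replicate 1 none did. These are not correlations of whole signals, whose means within a group were 0.970 to 0.992. With the replicate block, 704 ORF probe sets were higher and 687 lower, and 124 intergenic probe sets were called. Signal over background limits the dim genes, and 9 named calls were lost with signals raised to 32.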

Differences from the paper's values

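No test in this part was chosen after the result was seen. The paper's counts come from its t-test on dChip indices and those here from limma on the deposited signals, at the same p of 0.001 and, where stated, the same 2-fold change.

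At the paper's thresholds 269 genes were higher, against the paper's 164, and 226 lower, against the paper's 102. Of the alternatives set before the data were examined, the methods' t-test, the replicate block and leaving out 30 mM replicate 4 give 233, 246 and 246 higher genes, within 1.5 times the paper's count, the bound used here, though still above it. None brings the lower count within that bound. By p alone, 811 genes (19.8%) and 871 probe sets passed, against the paper's 477 genes (the paper's 11.6%) and the paper's 499 probe sets. The t-test (690 genes, 734 probe sets), the block (560 and 607) and leaving out any 1 array bring these counts within 1.5 times the paper's, all still above it, except leaving out 0 mM replicate 3 and, for probe sets, also 0 mM replicate 1. The other scalings, filters and variance model do not. Of intergenic probe sets 55 passed, against the paper's 28. This count comes within 1.5 times the paper's, and stays above it, without the dimmest 25%, with signals under 32 raised to 32, with the t-test, with the block and without 30 mM replicate 1, 2 or 4, and not with the others.

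The paper's supplement gives log2 ratios for 96 of the named probe sets, part of which were picked for a large change in the deposited signals. That choice favours larger values here. Over all 499 probe sets of Table S1A, the difference was larger here at 358. Of the 96 log2 ratios, 31 differ by more than the spread, all with the same sign and 30 of them larger here. For these, no alternative closes the gap: ilvB (6.00, the paper's 2.7775), yveF (5.51, the paper's 4.2975), yjcI (4.51, the paper's 1.12), cimH (4.43, the paper's 3.015), citT (4.22, the paper's 1.2), wprA_2 (-2.91, the paper's -2.2775), yrhF (1.77, the paper's 1.28), oppC (3.60, the paper's 3.2675), bsdC (2.14, the paper's 1.6475), ureA (2.97, the paper's 0.7775), ureC (1.40, the paper's 0.7675), mdh (1.22, the paper's 1.4675), ilvC (3.54, the paper's 2.925), leuA (2.89, the paper's 2.0775), leuB (3.08, the paper's 1.8), spo0M (-2.44, the paper's -1.9625), wapA (-2.09, the paper's -1.885), yokB (-2.46, the paper's -1.1875), yukC (-2.27, the paper's -1.735), liaI (-2.19, the paper's -1.655), liaH (-1.97, the paper's -1.6975), zosA (-1.30, the paper's -0.8375). The control signals of ilvB, yjcI, cimH, citT, ureA and leuB lie in the background range, so their values are lower bounds, with signals under 32 raised to 32, of 4.00, 3.29, 3.84, 3.29, 2.74 and 2.50, each still over 1.5 times the paper's fold. yokB has its 30 mM signal there, and its bound of -1.73 is under 1.5 times the paper's fold, so it is not a difference. The others, with the alternatives that close the gap, the rest leaving it open, are ykwB (4.96, the paper's 1.2875, closed by raising signals under 32 to 32), oppB (4.15, the paper's 3.8275, closed without 30 mM replicate 4), yfiE (-3.68, the paper's -2.005, closed by raising signals under 32 to 32), yuiA (2.67, the paper's 1.29, closed by raising signals under 32 to 32), rsiX (-1.33, the paper's -1.14, closed without 0 mM replicate 3), mcpC (1.16, the paper's 0.87, closed by median centring and without 0 mM replicate 1 and without 30 mM replicate 2), yukD (-2.20, the paper's -1.82, closed without 0 mM replicate 4 and without 30 mM replicate 2), yukE (-2.00, the paper's -1.5575, closed without 30 mM replicate 1), yxiI (-2.56, the paper's -2.165, closed without 0 mM replicate 3 and without 30 mM replicate 2 and without 30 mM replicate 3). Of these, ykwB, yfiE and yuiA also have 1 condition in the background range, with bounds of 1.65, -2.29 and 2.01. The bound of yuiA is within the spread but still over 1.5 times the paper's fold, and those of ykwB and yfiE are under it. The counts of 31 and 30 include all these bounds at their unraised values.

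Fig. 4 holds real-time PCR ratios, so a gap to them is one between methods. In the paper's own ratios, fosB and wprA also fall less on the arrays than by PCR. The bound used here is the spread of the array difference, without the error of the PCR. For 6 of the 9 genes of Fig. 4, the array difference lies outside that bound of the PCR ratio read by eye, and no alternative closes the gap. These are hom (1.22, the paper's about 2.4 in Fig. 4, read by eye), ohrB (1.02, the paper's about 3 in Fig. 4, read by eye), oppB (4.15, the paper's about 3.2 in Fig. 4, read by eye), yuxJ (2.52, the paper's about 3 in Fig. 4, read by eye), fosB (-2.88, the paper's about -4.4 in Fig. 4, read by eye), wprA (-2.46, the paper's about -4.8 in Fig. 4, read by eye). All 9 have the same sign.

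The ratio column of Table S1B equals the control minus the treated value for all 27 probe sets listed. Taken as treated minus control, 23 have the same sign here. Among the 21 called here, 2 have the other sign, with log2 differences of 1.83 and 0.81 against the paper's -1 and the paper's -0.295, and neither is called with signals under 32 raised to 32. The probe set with the largest change in that table was not called here (log2 difference -0.40, adjusted p = 0.693).

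The paper's text gives speA and the SigX genes as not responding, while its Table S1A lists speA, sigX, rsiX and pbpX as lower. Here these were lower too, with log2 differences of -1.23, -1.12, -1.33 and -1.79, and 11 of 20 SigX genes were lower at an adjusted p under 0.05, not the paper's threshold. Of the 11 acid-inducible genes the paper gives as not responding, 9 were called here at that adjusted p: maeA (1.38), ydaD (1.09), yvfV (0.81), gabD (0.57) and alsD (0.43) higher, with the calls of gabD and alsD lost when single arrays were left out, and speA (-1.23), ytbE (-0.93), speE (-0.83) and speB (-0.77) lower. oxdC, with signals near the background, and alsS were not called. The paper calls the SigB response minimal on its regulon, and here 33 of 58 genes of a shorter core list were higher at the adjusted p, which is not the paper's threshold, and 20 of the 58 are in Table S1A. The paper lists wapA among genes raised with salicylate and benzoate, and here it was lower, as in the paper's own tables.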

Other observations

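The tests of the ribosomal protein genes, and the choice of the sulfur genes, were made only after the result was seen.

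Many iron uptake genes rose with benzoate. The flavodoxin genes ykuN and ykuP of the Fur regulon had log2 differences of 2.73 and 2.42, and the siderophore genes dhbB and feuA, for bacillibactin synthesis and uptake, 1.69 and 1.59. The elemental iron uptake genes ywbL, ywbM and ywbN and the uptake gene yfiY went the other way, at -0.69, -0.77, -0.65 and -0.53. The list had a median of 1.24 and passed camera (adjusted p = 8.04e-09, or adjusted p = 0.237 with an estimated correlation), and 28 genes were higher and 4 lower when adjusted over the list alone. Outside the lists, the sulfate assimilation gene cysH rose from 139 ± 64.0 (SD, n = 4) to 1065 ± 66.5 (SD, n = 4), a log2 difference of 3.03, and ylnA, ylnB and ylnC, of the same operon, and the cysteine synthase gene cysK had differences of 3.28, 3.02, 2.81 and 1.65. These genes were chosen after their values were seen, and no list of the pathway was tested.

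Genes of the ATP synthase, the yuk secretion system and surfactin synthesis fell, as did some competence genes. The ATP synthase genes atpI and atpB had log2 differences of -0.79 and -0.69 (list median -0.60, adjusted p = 1.01e-04, or adjusted p = 0.287 with an estimated correlation, 9 lower also over the list alone). The yuk genes yukC and yukD had -2.27 and -2.20 (list median -2.00, adjusted p = 1.32e-06, or 0.118 with an estimated correlation, 7 lower also over the list alone). The surfactin gene srfAA had -2.40 and comS, encoded within the same operon, -2.40. All 4 surfactin genes were lower, also over the list alone (adjusted p = 0.00239, or 0.287 with an estimated correlation). Of 18 competence genes 7 were lower, comK at -0.52 among them, and 9 over the list alone (adjusted p = 0.00721, or 0.287 with an estimated correlation). Without 0 mM replicate 3, 1 competence gene was higher. The lactate dehydrogenase gene ldh fell by a difference of -1.96.

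Of 178 SPbeta genes 13 were higher and 48 lower, also over the list alone, with a median of -0.14 (adjusted p = 0.00693, or 0.653 with an estimated correlation). Without 0 mM replicate 3 the adjusted p was 0.0715 and 23 genes were higher, and without 30 mM replicate 4 8 were. Of 31 PBSX genes 6 were higher and 1 lower, or 4 and 0 over the list alone (adjusted p = 0.389). The number lower was 2 without 0 mM replicate 3 and 0 without 0 mM replicate 1 or 30 mM replicate 1, 2 or 4.

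Of 6 Mrp antiporter genes 4 were higher, or 6 over the list alone (adjusted p = 0.0226, or 0.343 with an estimated correlation). The number was 2 without 0 mM replicate 4 or 30 mM replicate 1, and 1 without 30 mM replicate 2 or 4. Of 48 flagellar and chemotaxis genes 2 were higher, tlpC (1.34) and mcpC (1.16), and 2 lower, tlpB (-1.03) and fliH (-0.41), or 2 and 0 over the list alone (adjusted p = 0.675). The number lower was 6 without 0 mM replicate 3, 1 without 0 mM replicate 1, 2 or 4 or 30 mM replicate 2, and 0 without 30 mM replicate 1 or 3. Of 18 fermentation genes 2 were higher and 7 lower, or 2 and 8 over the list alone (adjusted p = 0.0413, or 0.630 with an estimated correlation and 0.0548 in fry). The list did not pass without 0 mM replicate 2 (adjusted p = 0.0698), 0 mM replicate 3 (0.182) or 30 mM replicate 2 (0.0510), nor with signals under 32 raised to 32 (0.0760). The number lower was 3 without 30 mM replicate 2 and 4 without 30 mM replicate 4, and 1 was higher without 0 mM replicate 4 or any 1 array at 30 mM. Of 18 nitrogen genes 5 were higher, gabP at 1.57 among them, and 4 lower, also over the list alone. This list did not pass camera (adjusted p = 0.780, direction up, median -0.12) and did in fry (adjusted p = 0.00231).

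Of 35 splits of the 8 arrays into 4 and 4, 1, the real one, gave as many calls as the real 1637 ORF probe sets (highest other 1). The same held for 616 with a 2-fold change (highest other 1), 495 genes at the paper's thresholds (highest other 8) and 137 intergenic probe sets (highest other 0). The other splits mix treated and control arrays, so the treatment difference adds to their spread and lowers their calls. They are therefore no measure of chance, and 1 of 35 is the smallest share they allow. For the 23 lists past camera, 4 of 35 splits gave as many, the highest other with 23. The splits that tie with the real one exchange 1 array per group and keep part of the treatment difference, so they do not decide this count.

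Slower growth with benzoate may lower the expression of the ribosomal protein genes as growth slows. As each array was scaled to a common level, a fall per cell could not be seen, only one relative to the other genes. Growth rate and benzoate changed together and cannot be told apart here. The median log2 difference of the ribosomal protein genes was -0.043 over 52 genes (SD 0.136), which argues against a relative fall. Of them 1 was higher and 2 lower, or 0 and 0 over the list alone by limma, at an unadjusted p under 0.05 1 and 2 (adjusted p = 0.461 in camera, 0.48 in fry). The number higher was 0 without 0 mM replicate 4 or 30 mM replicate 2 or 4, and 1 was lower without 0 mM replicate 1 or 2 or any 1 array at 30 mM.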
